# Improvement of Locomotion Caused by *Lactococcus lactis* subsp. *lactis* in the Model Organism *Caenorhabditis elegans*

**DOI:** 10.3390/nu15204482

**Published:** 2023-10-23

**Authors:** Mohammad Shaokat Ali, Shamima Ahmed, Shino Takeuchi, Takayuki Wada, Eriko Kage-Nakadai

**Keywords:** *Caenorhabditis elegans*, Lactococcus, nisin, locomotion

## Abstract

*Lactococcus lactis* subsp. *lactis* exhibits probiotic properties in humans. Considering that *Caenorhabditis elegans* can be used to study the effects of microorganisms on animal behavior, owing to its simple nervous system, we assessed the impacts of two strains of *Lactococcus lactis* subsp. *Lactis*—a non-nisin-producing strain, NBRC 100933 (LL100933), and a nisin-producing strain, NBRC 12007 (LL12007)—on the lifespan, locomotion, reproductive capacity of, and lipid accumulation in, *C. elegans*. The lifespan of adult *C. elegans* fed a mixture (1:1) of *Escherichia coli* OP50 and LL100933 or LL12007 did not show a significant increase compared to that of the group fed a standard diet of *E. coli* OP50. However, the nematodes fed *Lactococcus* strains showed notable enhancement in their locomotion at all of the tested ages. Further, the beneficial effects of LL100933 and LL12007 were observed in the *daf-16* mutants, but not in the *skn-1* and *pmk-1* mutants. The lipid accumulation in the worms of the *Lactococcus*-fed group was lower than that in the control group at all experimental ages. Overall, LL100933 and LL12007 enhance the locomotor behavior of *C. elegans*, likely by modulating the PMK-1/p38 MAPK and SKN-1/Nrf2 transcription factors.

## 1. Introduction

Lactic acid bacteria have been recognized as a form of probiotics owing to their beneficial impact on host well-being [1]. Probiotics are live microorganisms that, when consumed, provide health benefits by improving or restoring the gut microbiota [2]. They are highly effective in treating human and animal diseases and have been widely used as microbial agents in livestock and poultry breeding [1]. *Lactococcus lactis* subsp. *lactis* is a gram-positive bacterium belonging to the genus *Lactococcus*; it is a subspecies of *Lactococcus lactis*, which contains four subspecies: *L. lactis* subsp. *lactis*, *L. lactis* subsp. *hordniae*, *L. lactis* subsp. *cremoris*, and *L. lactis* subsp. *tructae* [3]. *Lactococcus lactis* has demonstrated the ability to survive the harsh conditions of the gastrointestinal tract, maintain its viability in the intestine, and produce lactic acid, which helps to maintain an acidic environment in the gut and inhibits the growth of harmful bacteria [4]. *Lactococcus lactis* exhibits immunomodulatory properties by enhancing the production of cytokines and chemokines, which play essential roles in immune regulation. It also stimulates the production of immunoglobulin A (IgA), an important antibody involved in mucosal immunity [5]. Studies have shown that *Lactococcus lactis* possesses anti-inflammatory properties that aid the suppression of pro-inflammatory cytokines, thereby promoting gut homeostasis and serving as a preventive measure against chronic inflammatory conditions [6]. *Lactococcus lactis* has been reported to enhance the integrity of the gut barrier by strengthening the tight junctions between intestinal epithelial cells. This property reduces gut permeability and prevents the translocation of harmful substances into the bloodstream [7]. Bacteria produce antimicrobial compounds, such as bacteriocins, which prevent the growth of harmful bacteria. These antimicrobial properties play a vital role in maintaining a healthy and balanced gut microbiota [8].

*Lactococcus lactis* has gained attention because of its ability to produce nisin, an antimicrobial peptide with strong inhibitory effects against various foodborne pathogens [9]. Nisin, a 34-amino-acid peptide that exhibits broad-spectrum antimicrobial activity against gram positive bacteria, is recognized as the only bacteriocin permitted for use in its purified form, and has been assigned the European food additive number E234 [10]. The unique characteristics of nisin, including its high potency against important pathogenic and spoilage bacteria, low toxicity to humans, and rarity of bacterial resistance, have contributed to its effectiveness as a food preservative [10].

*Caenorhabditis elegans*, a bacterivorous nematode that exists in a free-living state, serves as a valuable experimental model because it can be easily cultivated and has a brief and consistent lifespan, as well as a wide array of genetic tools available for investigation [11]. At present, the *C. elegans* model is used worldwide for assessing probiotic strains [12,13]. *C. elegans* is commonly found in rich soil or compost as dauer, and is often associated with habitats containing rotten plant matter—especially rotten fruits, such as apples—and compost heaps. These environments provide a suitable niche for *C. elegans* because of the presence of microbes, which serve as a food source for the nematode and can colonize its gut [14]. *C. elegans* also provides a valuable platform for studying the effects of microorganisms on animal behavior, owing to its simple nervous system and well-characterized behavior. In a previous study, *C. elegans* was exposed to *Lactococcus cremoris* in order to understand how this probiotic bacterium influenced the neurobiological and behavioral responses of the nematode, and *Lactococcus cremoris* showed an improved lifespan and health span in *C. elegans* [15]. The effect of *Lactococcus lactis* subsp. *lactis* on the lifespan and movement of *C. elegans* is currently unknown. 

Therefore, we aimed to investigate how nisin-non-producing *Lactococcus lactis* subsp. *lactis* (LL100933) and nisin-producing *Lactococcus lactis* subsp. *lactis* (LL12007) affect the physiological functions of *C. elegans*, such as its lifespan, locomotion, and lipid accumulation.

## 2. Materials and Methods

### 2.1. Bacterial Strains and Culture Conditions

*Lactococcus lactis* subsp. *lactis* (NBRC 100933) and nisin-producing *Lactococcus lactis* subsp. *lactis* (NBRC 12007) were purchased from the NITE Biological Resource Centre (NBRC), Tokyo, Japan, and cultivated anaerobically in a trypticase soya yeast extract medium (814 medium) at 30 °C. These strains served as the nematode feed supplies. For nematode cultivation, *Escherichia coli* OP50 was utilized as the control feed supply, which was grown on tryptone soya agar (Nissui Pharmaceutical, Tokyo, Japan) at 37 °C. The bacteria cultured on the media were stripped using a sterile inoculation loop and collected in a microcentrifuge tube (Eppendorf, Hamburg, Germany) to weigh the culture. A suspension of gathered bacteria (100 mg wet weight) was prepared in 0.5 mL of M9 buffer (5 mM potassium phosphate, 1 mM CaCl_2_, and 1 mM MgSO_4_). For the experimental assays, 50 µL of the bacterial suspension was disseminated onto nematode growth media (modified as peptone-free, mNGM) plates (1.7% *w*/*v* agar, 50 mM NaCl, 1 mM CaCl_2_, 5 μg/mL cholesterol, 25 mM KH_2_PO_4_, and 1 mM MgSO_4_) (10 mg bacteria per plate). 

### 2.2. Nematodes and Growth Conditions

The Caenorhabditis Genetics Center, University of Minnesota, provided the wild-type *Caenorhabditis elegans* (Bristol N2) and its derivative mutant strains: CF1038 *daf-16* (*mu86*), outcrossed with N2 11 times by the Kenyon lab; VC1772 *skn-1* (*ok2315*/nT1[*qIs51*]), outcrossed once by the Moerman lab; and KU 25 *pmk-1* (*km25*), outcrossed six times by the Matsumoto lab. The nematodes were cultured and proliferated on nematode growth medium (NGM) using standard techniques [16]. The nematodes were cultured as follows. Eggs were produced by exposing mature *C. elegans* to a sodium hypochlorite/sodium hydroxide solution. To facilitate hatching and synchronization, the egg suspension was incubated in M9 buffer for one day at 25 °C. The resulting suspension of the synchronized L1-stage worms was centrifuged at 156× *g* for 1 min. After aspirating the supernatant, the remaining larvae were transferred onto mNGM plates coated with 10 mg of OP50. The transplanted worms were cultured at 25 °C for two days (referred to as three-day-old animals).

### 2.3. Lifespan Assay

For the lifespan assay, 70 synchronized three-day-old (young adult) nematodes were placed on two 5 cm mNGM dishes (35 animals per dish) coated with 10 mg *E. coli* OP50 alone or a mixture of 5 mg OP50 and LL100933 or LL12007. Following this, the plates were incubated at 25 °C. The nematodes were moved to fresh feed plates every day for the first four consecutive days, and were then moved every other day. The number of live and deceased nematodes was counted daily. A nematode was deemed deceased if it did not react to gentle touch with a worm picker. Nematodes that escaped from the plate or perished because of internal hatching were deemed lost and excluded from the study. All the assays were performed twice. The replicated statistics were combined to present the results.

The following formula was used to calculate mean lifespan (MLS) [17]:

$$MLS=\frac{1}{N}\sum_{j}\frac{X_{j}+X_{j+1}}{2}dj$$

where *N* is the overall number of nematodes and $d_{j}\;$ is the number of nematodes that died within the age range ($X_{j}$ to $X_{j+1}$). The following equation was used to determine the standard error (SE) of the estimated mean lifespan:

$$SE=\sqrt{\frac{1}{N(N-1)}\sum_{j}{\left(\frac{X_{j}+X_{j+1}}{2}-MLS\right)}^{2}d_{j}}$$

The maximum lifespan was determined as the average age of 15% of the nematodes in each group that lived the longest.

### 2.4. Locomotion Scoring of Nematodes

Young adult (three-day-old) nematodes were plated on mNGM plates with lawns of OP50, and a mixture (1:1) of OP50 and LL100933 or LL12007. The dishes were incubated at 25 °C. Nematode motility was then measured at various ages using a scoring technique, as described previously [18,19]. Briefly, nematodes were categorized as ‘class A’ when they moved vigorously or spontaneously in response to prodding, ‘class B’ when they moved incoherently or did not move unless prodded, and ‘class C’ when they only moved their heads and/or tails in response to prodding. The decreased nematodes that had died were categorized as ‘class D.’ The frequency of body bending in the worms was measured in S-basal media under a dissecting microscope, as this is intricately linked to their locomotion [20]. The locomotion assay was performed using two technical replicates for each sample. The combined data were statistically examined and presented.

### 2.5. Bacterial Selection Test

Three-day-old nematodes were placed on mNGM plates covered with OP50 lawns and mixtures of OP50, and either LL100933 or LL12007. The nematodes were then cultured until the late L4 stage. The nematodes were then subjected to a minimum of three washes with M9 buffer. In this assay, OP50 bacterial cultures were considered as controls (C), and (OP50 + LL100933) and (OP50 + LL12007) bacterial cultures were considered as tests (T). A non-seeded mNGM plate was divided into four equal segments, and OP50 cultures (suspended in M9 buffer), (OP50 + LL100933), or (OP50 + LL12007) were dropped onto opposite sections and equally spaced from the center. Approximately 100–200 nematodes fed OP50 and (OP50 + LL100933) or (OP50 + LL12007) were placed at the center of different plates, equidistant from the control and test cultures. Nematodes were allowed to move around freely for 1–2 h, and the percentage of nematodes that entered each bacterial lawn was calculated. Three independent replicates were performed for each group of nematodes fed a specific bacterial culture.

### 2.6. Brood Size

Two L4-stage hermaphrodites were transferred to an mNGM plate with lawns of OP50 and a combination of OP50 and either LL100933 or LL12007 to measure the nematode brood size. The assay used a total of 20 synchronized hermaphrodites that were moved daily to new mNGM feed plates until reproductive termination. The total number of offspring per plate was determined. Reproducibility was verified using ten independent replicates, and the combined results were statistically analyzed and presented.

### 2.7. Body Size

Three-day-old adult worms were introduced onto mNGM plates with lawns of OP50, LL100933, and LL12007, or a combination (1:1) of OP50 with LL100933 or LL12007. The plates were kept at 25 °C, and the size of the randomly selected live worms was measured every 24 h until they reached eight days of age [21]. Images of mature nematodes were captured and measured using a BZ-X800 microscope (KEYENCE, Tokyo, Japan) with the Hybrid Cell Count software (BZ-H3C).

### 2.8. Lipid Accumulation Staining

To investigate lipid accumulation in worms, we performed staining using a previously established method with slight modifications [22]. We examined lipid accumulation in worms of various experimental ages, including four-, five-, six-, and seven-day-old worms subjected to different feeding strategies (OP50, OP50 + LL100933, OP50 + LL12007, LL100933, and LL12007 feeding). Briefly, worms fed different feeds were washed thrice with M9 buffer. The specimens were immobilized in 50% isopropanol solution in phosphate-buffered saline (PBS) for 15 min on ice. The Oil Red O stock solution (0.5 g per 100 mL in isopropanol; Sigma-Aldrich, St. Louis, MO, USA) was diluted with distilled water (dH_2_O) to create a 60% working solution, which was then filtered through a 0.2 μm membrane filter. Immobile worms were placed in a functional solution and incubated at 25 °C for 20 min. After staining, immobilized worms were rinsed with M9 buffer containing 0.5% Triton X-100 and placed on glass slides for imaging. Worms were randomly selected for observation [23]. Imaging was performed using a BX53 microscope fitted with a DP73 color camera (Olympus, Tokyo, Japan). The dye intensity was then measured using the ImageJ software (v1.53), as described previously [24]. 

### 2.9. RNA Isolation and Sequencing

Worms in their adult stage (three days old) were cultivated for five days on mNGM plates coated with two different types of food as the control-fed group (OP50) and the test-fed groups (fed a mixture (1:1) of OP50 and LL100933 or LL12007). Approximately 200 worms were collected per group, subjected to at least three washes with M9 buffer containing 0.2% gelatin, and immersed in RNAlater solution (Qiagen, Hilden, Germany). The samples were stored at −80 °C until RNA extraction. Thawed nematode suspensions were pulverized using a microtube pestle (Scientific Specialties, Inc., Lodi, CA, USA) and blended with TRIzol (Thermo Fisher Scientific, Waltham, MA, USA). A RNeasy Lipid Tissue Kit (Qiagen) was used to isolate total RNA. Subsequently, RNA sequencing was performed by DNAFORM (Yokohama, Japan) as follows: mRNA purification was achieved using the Magnosphere™ UltraPure mRNA Purification Kit (Clontech, Mountain View, CA, USA). Subsequently, the SMARTer^®^ Stranded Total RNA-Seq Kit (Clontech) was used to create libraries, which were then subjected to HiSeq sequencing as 150 bp paired-end reads (Illumina Inc., San Diego, CA, USA). The RNA-seq outcomes were initially evaluated using FastQC (ver. 0.11.7) to gauge the quality. TrimGalore! (version 0.4.4), Trimmomatic (version 0.36) [25], and Cutadapt (version 1.16) were used for trimming and quality filtering the raw reads. The reads obtained after cleaning were aligned to the N2 *C. elegans* reference genome ce11 (WBcel235.91) using the STAR software (version 2.6.1a) [26]. Quantitative differential expression analysis was conducted between the control and test-fed groups using the featureCounts tool (version 1.6.1) [27] for the read counts of gene features, followed by DESeq (version 1.30.0) [28]. Enrichment analysis was performed on genes that exhibited a P.adjust value of <0.05 (Tables S1–S4). This analysis was conducted using clusterProfiler (version 3.6.0) to determine the enrichment of these genes in Gene Ontology (GO) categories, specifically for biological processes (BP), molecular functions (MF), and cellular components (CC) (Tables S5–S8).

### 2.10. Reverse Transcription and Quantitative Real-Time PCR

A QuantiTect Reverse Transcription Kit (Qiagen) was used to synthesize cDNA after removing genomic DNA. A StepOnePlus Real-Time PCR system (Thermo Fisher Scientific, Waltham, MA, USA) was used to conduct quantitative PCR (real-time PCR) using the FastStart Universal SYBR Green Master (ROX) (Roche Diagnostics, Mannheim, Germany). The PCR procedure involved the following settings: an initial denaturation step at 95 °C for 10 min, followed by 40 cycles of denaturation at 95 °C for 15 s, and annealing/extension at 60 °C for 1 min. The experiment included three biological replicates, and the relative mRNA expression was determined using the cycle threshold (ΔΔC_T_) method [29]. Expression was normalized to that of the housekeeping genes *act-1*, *tba-1*, and *cyc-1*. The primers used for real-time PCR are listed in Table S9.

### 2.11. Statistical Analysis

The Kaplan–Meier method was used to analyze the survival of *C. elegans*, while the Mantel–Cox log-rank test was employed to assess the statistical significance of both the survival curves and locomotion scores (GraphPad Prism 9.0). Differences in the brood size were examined using the Mann-Whitney U test. The body areas of nematodes with varying feeding habits were analyzed using the Two-Factor Factorial ANOVA and Tukey’s multiple comparison tests. The statistical significance of differences in the red dye intensity (Oil Red O stain), bacterial preference in the food choice assay, and relative gene expression were assessed using Student’s *t*-test. The data are presented as means with standard error of the mean (SEM). Statistical significance was set at *p* < 0.05.

## 3. Results

### 3.1. Lifespan and Locomotion of Wild-Type (N2) C. elegans

Initially, we examined the effect of dietary supplementation with *Lactococcus* strains (LL100933 and LL12007) on the longevity of *C. elegans*. As the worms avoided bacterial lawns of pure *Lactococcus* strains, they were fed a mixture of OP50 and LL100933 or LL12007. Consequently, wild-type worms nourished with *Lactococcus* strains exhibited the same lifespan as those fed with *E. coli* OP50 (Figure 1A). 

Further, we assessed whether *Lactococcus* strains mitigated the age-related reduction in *C. elegans* locomotion. The locomotion scores of the worms fed *Lactococcus* strains were consistently higher than those of the worms fed OP50 across all of the examined ages (Figure 1B–D). The group fed a mixed culture of OP50 and LL100933 or LL12007 showed a notable increase in the proportion of worms in class “A”, which exhibited automatic movement or strong motion upon prodding (Figure 1E). The body bending rate is also considered to be closely correlated with locomotion. Therefore, a study was conducted to explore whether the ingestion of LL 1009333 and LL12007 led to an enhancement in the body-bending capability of worms. The frequency of body bending in the worms fed LL100933 or LL12007 was higher than that in the worms fed OP50 (Figure 2). 

### 3.2. Impacts of Lactococcus Feeding in Mutants

This investigation focused on mutants that lacked defense-related signaling pathways to explore the mechanisms responsible for the positive effects of *Lactococcus* strains on the locomotory behavior of *C. elegans*. The mechanism underlying the improved locomotion of nematodes due to *Lactococcus* was investigated by examining the loss-of-function mutants *daf-16*, *skn-1*, and *pmk-1*. We hypothesized that the advantageous effects of *Lactococcus* strains are mediated by *skn-1* and *pmk-1*. An improved locomotion score, i.e., rate of class A locomotion, was observed in the loss-of-function mutant *daf-16* (Figure 3A); however, decreased motion was observed in the loss-of-function mutants *skn-1* (Figure 3B) and *pmk-1* (Figure 3C). This outcome suggests that locomotion behavior in worms is boosted by regulating the p38 MAPK and Nrf2 transcription factors.

### 3.3. Body and Brood Sizes

To test the possibility that the improved locomotion in worms fed *Lactococcus* strains was mediated by dietary restriction (DR), we measured the body size and brood size, which are usually reduced under DR conditions in *C. elegans*. The body size of the nematodes was significantly decreased with LL100933 or LL12007 feeding when compared to that in the OP50-fed animals (Figure 4A,B). In contrast, the brood size of the worms fed a combination of OP50 and LL100933 or LL12007 was not reduced when compared to that of the worms fed OP50 alone (Figure 5A); however, the brood size of the worms fed LL100933 or LL12007 alone was smaller than that of the worms fed OP50 alone (Figure 5B). These results suggest that the enhanced locomotion caused by *Lactococcus* feeding was not solely due to DR.

### 3.4. Lipid Accumulation

Aging disrupts lipid metabolism regulation in various organisms [30]. Therefore, we assessed whether the administration of LL100933 or LL12007 affected the accumulation of lipid droplets during aging. Oil Red O staining was used to evaluate the lipid accumulation in worms from different feeding groups: the control group, which was fed OP50, and the test-fed groups, including the mixed-fed groups (OP50 + LL100933 and OP50 + LL12007) and the sole-fed groups (LL100933 and LL12007). This experiment was conducted using worms between four and seven days of age. The lipid accumulation in the worms of the test-fed group was significantly lower (*p* < 0.0001) than that in the control-fed group at all experimental ages (Figure 6). Figure 7 illustrates the presence of worms at all experimental ages through microscopic visualization using Oil Red O staining.

### 3.5. Bacterial Choice Assay

*Lactococcus lactis* and *E. coli* OP50 belong to distinct bacterial genera. Studies have indicated that nematodes show a predilection when their usual food source, *Escherichia coli* OP50 (*E. coli* OP50), is replaced with alternative bacterial species [31]. Initially, we employed choice assays to investigate whether the worms exhibited a predilection for OP50 over OP50 + LL100933 or OP50 + LL12007, as shown in Figure 8A. The results indicated varying worm populations on each plate, implying a discernible preference among *C. elegans* for OP50, OP50 + LL100933, and OP50 + LL12007. Regarding the worms fed OP50, there was a notable increase in the number of worms that migrated to the OP50 + LL100933 lawn (Figure 8B), whereas the number of worms that migrated to the OP50 + LL12007 lawn was reduced after 1 h and 2 h (Figure 8C). The worms fed OP50 + LL100933 exhibited a similar preference to those fed OP50 and OP50 + LL100933 (Figure 8D). The worms fed OP50 + LL100933 showed a slightly lower preference for OP50 + LL12007 when compared to OP50 only in the 2 h assays (Figure 8E). These findings suggested that the worms displayed a preference for the OP50 + LL100933 combination over OP50 alone; however, their preference for the OP50 + LL12007 bacterial lawn was less significant. Taken together, these results suggest that a mixture of OP50 and either LL100933 or LL12007 may serve as a suitable diet for *C. elegans*.

### 3.6. Regulation of Genes with Lactococcus Feeding

RNA sequencing was performed to identify the genes that were influenced by administering a mixed culture of OP50 + LL100933 and OP50 + LL12007. 

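Wild-type N2 hermaphrodites were moved at 3 days of age to plates with *E. coli* OP50 alone, OP50 + LL100933 or OP50 + LL12007, and the RNA of about 200 whole worms per group was taken after 5 days of feeding. Each of the 3 groups had 2 libraries. The sample labels name the first *Lactococcus* strain NBRC 100923 where the paper names NBRC 100933, and the paper's name is used here. The paper describes poly(A) selection with the Magnosphere kit and the labels name a NEBNext module, before library preparation with a SMARTer stranded kit and 150 bp paired-end sequencing. The authors trimmed the reads, aligned them to the ce11 (WBcel235) genome with STAR and counted them per gene with featureCounts, and the deposited values are these whole-number counts. The strand setting and the treatment of reads that match several genes are not given in the sources used here, so the values of genes with near-identical copies, such as collagens, *abu* genes, major sperm protein genes and actins, and of overlapping genes are uncertain.
The libraries held 21691687 and 17280251 counts for OP50, 19763455 and 15748820 for OP50 + LL100933, and 15953213 and 14929196 for OP50 + LL12007. Of 46904 genes in the count tables, 22505 had at least 1 count and 14899 passed edgeR's filterByExpr and were tested. All 6 libraries were fitted together with edgeR's quasi-likelihood test on TMM-normalized counts, with 3 residual degrees of freedom, and a gene is called higher or lower at a Benjamini-Hochberg adjusted p under 0.05. The 2 libraries of a group differed by more than counting noise, with a chi-square per degree of freedom of 45.2 for OP50, 20.5 for OP50 + LL100933 and 5.14 for OP50 + LL12007. On the first principal component, which held 48.2% of the variance, OP50 replicate 2 lay farthest out at -52.5, against -21.3 for OP50 replicate 1 and 35.3 for OP50 + LL12007 replicate 2. Nothing in the sources used here says that the libraries of a group came from separate cultures, so the p-values measure only the spread between these libraries, which may be technical. With 2 libraries against 2, an exact permutation test of a single gene cannot go below a two-sided p of 0.333.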

Compared to the control-fed group, the group fed OP + LL100933 exhibited an increase in the expression of 405 genes (Table S1), while the OP + LL12007 group exhibited 1023 upregulated genes (Table S2), with a P-adjusted value of less than 0.05. 

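The heme genes *hrg-7* and *hrg-1* were higher with both *Lactococcus* strains. *hrg-7*, which encodes an aspartic protease homolog that signals heme status, averaged 2408 ± 61.4 normalized counts with OP50 + LL100933 and 3099.6 ± 371 with OP50 + LL12007 (SD, n = 2 each), against 563 ± 173 with OP50. Its log2 fold change was 2.09 (standard error 0.20, adjusted p = 0.00610 from edgeR) and 2.46 (adjusted p = 0.00378 from edgeR). The heme transporter gene *hrg-1* rose by 1.69 and 1.86 on the log2 scale (adjusted p = 0.0136 and 0.00907 from edgeR). *Y41C4A.32*, on chromosome III, had the lowest adjusted p in both comparisons, with a log2 fold change of 3.51 for OP50 + LL100933 and 3.92 for OP50 + LL12007 (adjusted p = 0.000615 and 0.000229 from edgeR), and *C42D4.3* rose by 2.62 and 2.88. *Y41C4A.32* passed the test with each library left out in turn, and *hrg-7* did with OP50 + LL12007 (lowest log2 fold change 2.19). With OP50 + LL100933, *hrg-7* missed it without either library of that group (adjusted p up to 0.105), *hrg-1* without replicate 2 of the diet tested, and *C42D4.3* without any 1 of the 4 *Lactococcus* libraries with OP50 + LL100933 and of the 2 OP50 + LL12007 libraries with that diet.
In all, 652 genes were higher with OP50 + LL100933 than with OP50 and 1305 were higher with OP50 + LL12007. The 10 largest rises with OP50 + LL100933 also held *arf-1.1* (2.90), *oac-15* (2.29), *Y71H2AM.25* (1.91), *dct-5* (1.86), *nspb-11* (1.86), *C45B2.2* (1.84) and *R02E4.3* (1.84). With OP50 + LL12007 they held the cuticle collagens *rol-1*, *col-49*, *bli-6* (3.01) and *col-175* (2.83), and also *B0205.13* (3.29), *F31F4.11* (2.70), *arf-1.1* (3.74) and *oac-15* (2.82), all as log2 fold changes. *rol-1* had no count in either OP50 library and 25.6 ± 11.1 normalized counts (SD, n = 2) with OP50 + LL12007, at least 9.25-fold higher against a floor of 3 counts per library, and *col-49* averaged 29.5 ± 8.85 against 0.832 ± 1.18 (SD, n = 2 each). Leaving out either OP50 + LL12007 library ended the calls of these genes for that diet, and leaving out OP50 replicate 2 that of *bli-6* (log2 fold changes of 2.56 to 3.81). With OP50 + LL100933, *R02E4.3* passed with each library left out and *C45B2.2* missed it without replicate 2 of that group, whereas *oac-15*, *Y71H2AM.25*, *dct-5* and *nspb-11* missed it without any 1 of the 4 *Lactococcus* libraries and *arf-1.1* without any 1 of the 6 (log2 fold changes of 1.35 to 3.22). *oac-15* with this diet also missed it without OP50 replicate 2.
In simulations with unchanged groups against the same 2 OP50 libraries, 0.280 higher genes were shared, since few genes are called there at all. They therefore cannot show how many calls would coincide through the shared controls alone. Among the higher genes, 474 were called with both diets, against 57.1 for independent lists of these sizes, and part of the excess may come from the shared controls. The number was 1447 and 317 without OP50 replicates 1 and 2, 44 and 7 without those of OP50 + LL100933, and 10 and 5 without those of OP50 + LL12007. Between the strains, edgeR called 0 genes higher or lower with OP50 + LL12007 than with OP50 + LL100933, with 1530 genes at an unadjusted p under 0.05, while DESeq2 on all 6 libraries called 83 higher and 67 lower, and fits to the 4 libraries of the pair called 272 and 208 with DESeq2 and 234 and 171 with edgeR. Without OP50 replicate 1 edgeR called 254 and 161, and without OP50 replicate 2 264 and 196. Leaving out a library also lowers the residual degrees of freedom of the fit. The filter on low counts was applied anew in each such fit, so the genes tested changed too. Of the cuticle and pharyngeal lining genes described below, 201 were tested without OP50 replicate 1, against 188 with all libraries. A loss or gain of calls therefore need not come from the library left out itself. The counts of higher genes shifted widely with the libraries in the fit. They were 7 without OP50 + LL100933 replicate 2 and 50 without its replicate 1 for that diet (71 and 102 without an OP50 + LL12007 library), and 15 and 5 without replicates 1 and 2 of OP50 + LL12007 for the other diet, whereas leaving out OP50 replicate 1 gave 1688 and 2611 and leaving out OP50 replicate 2 gave 598 and 719.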

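Among the genes that fell with OP50 + LL100933, *clec-169*, which encodes a C-type lectin, averaged 13.5 ± 3.97 normalized counts against 82.1 ± 20.4 with OP50 (SD, n = 2 each), a log2 fold change of -2.58 (standard error 0.35, adjusted p = 0.0137 from edgeR). The aspartyl protease gene *asp-12* changed by -1.55 (adjusted p = 0.00793 from edgeR), the acid phosphatase gene *pho-11* also fell (adjusted p = 0.0156 from edgeR), and *ZK105.1* changed by -1.11. The other genes among the 10 largest falls were *col-158* (-1.37), *D1086.3* (-1.15), *pud-1.1* (-1.11), *cutl-25* (-1.11), *clec-186* and the alpha-mannosidase gene *aman-1* (-1.04). Without either library of OP50 + LL100933 none of these 10 genes passed the test, with log2 fold changes of -2.93 to -0.73 over all 6 libraries left out. Without either library of OP50 + LL12007, *clec-169*, *asp-12*, *pho-11* and *ZK105.1* passed and the other 6 did not, and *cutl-25* also missed the threshold without OP50 replicate 2.
With OP50 + LL12007, the 10 largest falls were of genes with few counts. *F59A6.4* had no count in either OP50 + LL12007 library and 7.85 ± 5.38 normalized counts (SD, n = 2) with OP50, at least 2.32-fold lower against a floor of 3 counts per library. *btb-3* averaged 1.71 ± 0.848 against 14.1 ± 1.30 (SD, n = 2 each), *col-62* 3.36 against 20.7 ± 3.61, and *msp-142*, a major sperm protein gene, 5.62 ± 1.43 against 25.5 ± 7.48. *M176.10* averaged 0.553 ± 0.782 against 14.1 ± 14.2 and *chil-28* 0.576 ± 0.815 against 14.0 ± 11.6 (SD, n = 2 each). *Y57A10C.11*, *nspd-5*, *F27C8.5* and *gipc-2* had log2 fold changes of -2.65, -2.50, -2.08 and -2.04. *clec-169* was lower here too, at -1.66 (adjusted p = 0.0223 from edgeR). Without either library of OP50 + LL12007 none of these genes passed the test (*clec-169* at -1.88 to -1.38). *F59A6.4*, *M176.10*, *chil-28* and *F27C8.5* also missed it without either library of OP50 + LL100933, *F59A6.4*, *M176.10*, *nspd-5*, *gipc-2*, *F27C8.5*, *col-62* and *msp-142* without OP50 replicate 1, and *chil-28*, *btb-3*, *Y57A10C.11*, *F27C8.5*, *col-62* and *msp-142* without OP50 replicate 2.
The simulations with unchanged groups gave 0.140 shared lower genes, which is no baseline for the overlap, since few genes are called in them. By edgeR, 334 genes were lower with OP50 + LL100933 and 1149 with OP50 + LL12007. Of these, 251 were lower with both, against 25.8 for independent lists, and part of the excess may come from the shared controls. The number in both was 837 and 81 without OP50 replicates 1 and 2, and 0 without any 1 of the 4 *Lactococcus* libraries. Leaving out either library of OP50 + LL100933 left 0 lower genes for that diet by edgeR (2355 and 1193 at an unadjusted p under 0.05 without replicates 1 and 2), and leaving out a library of OP50 + LL12007 left 5 and 7. For OP50 + LL12007, leaving out either of its libraries left 0 (1732 and 987 at an unadjusted p under 0.05), whereas leaving out OP50 replicate 1 gave 1038 and 1892 lower genes for the 2 diets and leaving out OP50 replicate 2 gave 194 and 482.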

Supplementary Table S3 shows the genes that were downregulated in the worms fed OP50 + LL100933, whereas Table S4 shows the downregulated genes in the worms fed OP50 + LL12007. The Gene Ontology (GO) terms that showed notable enrichment were determined for the upregulated and downregulated genes within the OP50 + LL100933- (Tables S5 and S7) and OP50 + LL12007-fed (Tables S6 and S8) groups. 

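Of 99 genes in 4 germline lists, 21 were lower with OP50 + LL100933 and 86 with OP50 + LL12007, and none was called higher. The sperm list, described further below, was not called with OP50 + LL100933 (median 0.17, adjusted p = 0.720 from limma's camera). Of 31 measured genes of meiosis, 9 were lower with OP50 + LL100933 and 27 with OP50 + LL12007 (27 and 31 when adjusted over the list alone). They included the recombination gene *rad-54* (-0.66, adjusted p = 0.0325 from edgeR) with OP50 + LL100933, and the cohesin gene *rec-8* (-0.56, adjusted p = 0.0198 from edgeR) and the MutS homolog *him-14* (-0.76) with OP50 + LL12007. Of 22 genes of the oocyte and eggshell, 4 and 19 were lower (18 and 21 when adjusted over the list alone), among them *egg-3*, needed for the egg-to-embryo transition, at -0.52 and -0.65. Of 21 genes of germ granules and germline RNA regulation, 5 and 16 were lower (16 and 17 when adjusted over the list alone), with the P granule gene *pgl-3* at -0.78 with OP50 + LL12007. Of 25 genes of cell division and DNA replication, 3 and 24 were lower (24 and 25 when adjusted over the list alone), for example the kinesin gene *zen-4* at -0.46 and -0.49. By limma's camera with a preset correlation of 0.01, these lists were lower than other genes, with an adjusted p of 2.8e-10 and 1.6e-12 for meiosis, 2.6e-08 and 1.2e-09 for the oocyte, 1.2e-07 and 3.9e-08 for germ granules and 5.3e-09 and 9.4e-10 for cell division. None of the 43 lists was called with an estimated correlation, where these had adjusted p = 0.492 with an estimated correlation for OP50 + LL100933 and 0.525 to 0.559 for OP50 + LL12007. With 1 library left out in turn, the medians of the 4 lists stayed below 0, from -0.56 to -0.30 and from -0.69 to -0.46. With OP50 + LL100933, 57 and 3 genes of these lists were lower without OP50 replicates 1 and 2, against 21 with all libraries, and 0, 0, 0 and 0 without replicates 1 and 2 of OP50 + LL100933 and of OP50 + LL12007 (91, 34, 83 and 74 at an unadjusted p under 0.05 by edgeR). With OP50 + LL12007, 92 and 48 were lower without OP50 replicates 1 and 2, against 86, and 0 without either of its own libraries (92 and 71 at an unadjusted p under 0.05 by edgeR).
Of 6 lists of neuronal genes, 4 were higher. Of 28 genes of synaptic vesicle release, 12 were higher with OP50 + LL100933 and 16 with OP50 + LL12007, and none was lower (18 and 21 higher when adjusted over the list alone). The active zone gene *unc-10* rose by 0.75 and 0.93 on the log2 scale (adjusted p = 0.0326 and 0.0193 from edgeR). Of 12 genes of touch receptor neurons, 2 and 7 were higher (4 and 8 when adjusted over the list alone), such as the touch channel gene *mec-2* at 0.77 and 0.69. Of 96 neuropeptide genes, 10 were higher with each diet (23 and 0 when adjusted over the list alone), among them *nlp-29* at 0.74 and 0.73, whose product is an antimicrobial peptide of the epidermis and no measure of neurons. Of 19 genes of neurotransmitter synthesis and transport, 6 and 5 were higher and 1 and 2 lower (11 and 12 higher and 2 lower with each diet when adjusted over the list alone), with the octopamine synthesis gene *tbh-1* lower at -0.64 and -0.69. These 4 lists were higher by camera, at an adjusted p of 7.1e-07 and 6.4e-07 for vesicle release, 0.00247 and 0.000462 for touch receptor neurons, 2.8e-10 and 2.1e-06 for neuropeptides and 0.000568 and 0.000808 for neurotransmitters. These calls were lost with an estimated correlation, with adjusted p = 0.492 with an estimated correlation for OP50 + LL100933 and 0.525 to 0.588 for OP50 + LL12007. Their medians stayed above 0 with each library left out, from 0.34 to 0.75 and from 0.21 to 0.95. The lists of insulin-like peptides (21 genes, adjusted p = 0.0553 and 0.135 from limma's camera) and neuropeptide processing (5 genes, adjusted p = 0.0617 and 0.213 from limma's camera) were not called. The former was with OP50 + LL100933 without OP50 replicate 1 (adjusted p = 0.0147 from limma's camera). With OP50 + LL100933, 80 and 14 genes of the 4 lists were higher without OP50 replicates 1 and 2, against 30 with all libraries, and 2, 0, 0 and 1 without replicates 1 and 2 of OP50 + LL100933 and of OP50 + LL12007 (77, 52, 74 and 77 at an unadjusted p under 0.05 by edgeR). With OP50 + LL12007, 89 and 14 were higher without OP50 replicates 1 and 2, against 38, and 0 without either of its own libraries (55 and 46 at an unadjusted p under 0.05 by edgeR).
Cuticle and pharyngeal lining genes also moved. Of 143 cuticle collagen genes, 17 were higher and 2 lower with OP50 + LL100933, and 21 were higher and 11 lower with OP50 + LL12007 (22 and 24 higher and 10 and 12 lower when adjusted over the list alone). *col-113* rose by 1.13 and 0.96. In the *abu* family, whose proteins lie in the pharyngeal cuticle, 6 of 10 were higher with each diet (as many when adjusted over the list alone), with *abu-11* at 1.11 and 0.99. Of 35 ground and ground-like genes, 6 and 8 were higher (11 and 8 when adjusted over the list alone), with *grl-4* at 1.51 and 1.71. By camera the adjusted p was 0.000289 and 0.000346 for collagens, 5.9e-05 and 0.000193 for the *abu* family and 6.7e-06 and 5.9e-06 for ground-like genes, all higher. These calls were lost with adjusted p = 0.750 and 0.617, 0.492 and 0.559 and 0.492 and 0.525 with an estimated correlation. With OP50 + LL100933, 107 and 32 genes of these lists were higher without OP50 replicates 1 and 2, against 29 with all libraries, and 5, 3, 11 and 14 without replicates 1 and 2 of OP50 + LL100933 and of OP50 + LL12007 (43, 48, 52 and 54 at an unadjusted p under 0.05 by edgeR). With OP50 + LL12007, 115 and 32 were higher without OP50 replicates 1 and 2, against 35, and 0 without either of its own libraries (44 and 46 at an unadjusted p under 0.05 by edgeR). Lower genes of these lists numbered 11 and 15 with OP50 + LL100933 without OP50 replicates 1 and 2, against 2, and 17 and 20 with OP50 + LL12007, against 11. By edgeR none was lower with OP50 + LL100933 without any 1 of the 4 *Lactococcus* libraries or with OP50 + LL12007 without either of its own (9 to 17 and 11 to 13 at an unadjusted p under 0.05). The collagen list was not called with OP50 + LL100933 without OP50 replicate 2 or OP50 + LL100933 replicate 1 (adjusted p = 0.105 and 0.0659 from limma's camera), where its median was 0.18 and 0.39.
The lists were fixed before the data were examined but after the paper's tables had been read. Those tables come from these libraries, so the direction of a list is not independent evidence. A test on the GO annotation in the count tables was chosen after the data were seen and was not recomputed under other settings. It treats genes as independent, so its p-values can be far too small where genes vary together. There 61 of 162 genes of the cell cycle and 32 of 58 genes of DNA replication were lower with OP50 + LL12007 (one-sided Fisher's exact test over 7879 annotated genes, adjusted p = 3.9e-23 and 4.6e-18). With OP50 + LL100933, 17 of 102 genes of the meiotic cell cycle were lower (adjusted p = 6.1e-07 from the same exact test). Among higher genes, signal transduction held 34 of 334 genes with OP50 + LL100933 (adjusted p = 0.00257 from the same exact test) and 91 with OP50 + LL12007 (adjusted p = 5.4e-19). Chemical synaptic transmission held 41 of 123 with OP50 + LL12007 (adjusted p = 2.3e-11 from the same exact test).

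**Figure D1:**
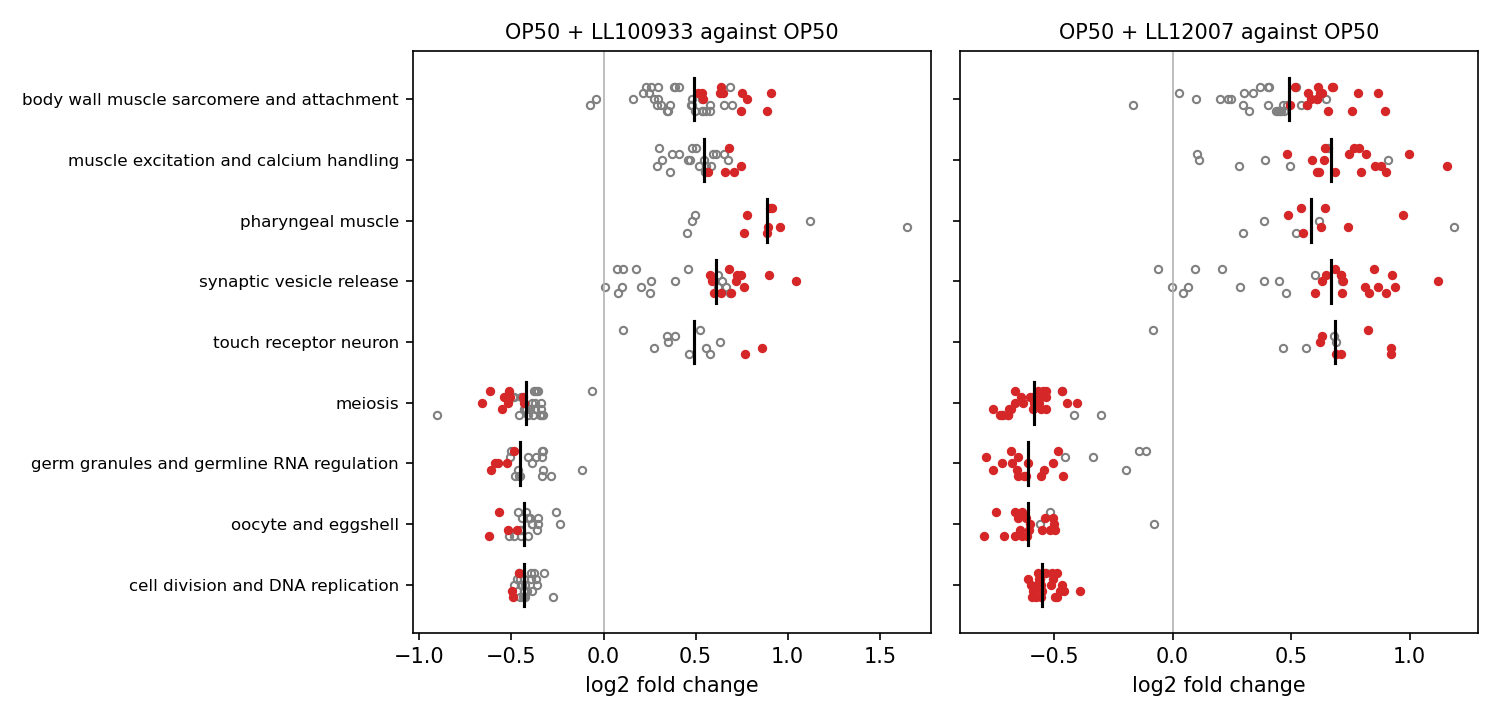
Log2 fold change of each measured gene of 9 gene lists for OP50 + LL100933 (left) and OP50 + LL12007 (right) against OP50, from 2 libraries per group. Each point is a gene, filled where its adjusted p from edgeR was under 0.05 and open otherwise, and the black bar is the list's median, which for meiosis was -0.42 and -0.58.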

Among the genes whose expression was elevated in both groups (OP50 + LL100933-fed and OP50 + LL12007-fed), the Gene Ontology terms for biological processes (BP) such as the “muscle system process”, “pharyngeal pumping”, and “regulation of locomotion”, which are closely associated with locomotion, were significantly enriched (Tables S5 and S6). These terms encompass the genes responsible for encoding proteins such as the troponin complex, zinc metalloproteinase, calcium homeostasis modulator protein, degenerin-like protein, and muscle M-line assembly protein. 

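Muscle genes were higher with both diets, in the body wall and in the pharynx, and no gene of the 3 muscle lists was lower. Of 42 genes of the body wall muscle sarcomere and its attachments, 11 were higher with OP50 + LL100933 and 17 with OP50 + LL12007 (23 and 32 when adjusted over the list alone). The titin homolog *ttn-1* averaged 7318 ± 1606 normalized counts with OP50 + LL100933 and 7096 ± 349.8 with OP50 + LL12007, against 3893 ± 83.9 with OP50 (SD, n = 2 each). Its log2 fold changes were 0.91 and 0.87 (adjusted p = 0.0250 and 0.0198 from edgeR), and with the gene length trend removed it was at 0.34 with OP50 + LL12007 and did not pass the test. With OP50 + LL100933 it missed the test with that trend removed and the replicate block (0.48), in edgeR on the pair of groups, without replicate 2 of that group (0.68) and without either library of OP50 + LL12007. With OP50 + LL12007 it did so without either library of that group (adjusted p up to 0.212). Troponin I, encoded by *tni-3*, rose by 0.75 with OP50 + LL100933 (adjusted p = 0.0291 from edgeR). Of 24 genes of muscle excitation and calcium handling, 5 and 17 were higher (15 and 19 when adjusted over the list alone). Here *jph-1*, the junctophilin that joins the plasma membrane to the sarcoplasmic reticulum, rose by 0.71 and 0.79, and the calcium channel subunit gene *ccb-1* by 0.74 and 0.85. Of 12 pharyngeal muscle genes, 7 were higher with each diet (11 and 9 when adjusted over the list alone). The pharyngeal myosin gene *myo-5* rose by 0.96 and 0.74 and the troponin C gene *tnc-2* by 0.91 and 0.54. All 3 lists were higher by camera, with an adjusted p of 5.3e-09 and 3.1e-08 for the sarcomere, 9.4e-08 and 3.2e-08 for excitation and 5.9e-07 and 0.000120 for the pharynx. These calls were lost with adjusted p = 0.492 and 0.559, 0.492 and 0.525 and 0.492 and 0.525 with an estimated correlation. With 1 library left out in turn their medians stayed above 0, from 0.32 to 1.02 and from 0.35 to 0.83. With OP50 + LL100933, 58 and 20 genes of these lists were higher without OP50 replicates 1 and 2, against 23 with all libraries, and 3, 0, 2 and 4 without replicates 1 and 2 of OP50 + LL100933 and of OP50 + LL12007 (49, 39, 50 and 52 at an unadjusted p under 0.05 by edgeR). With OP50 + LL12007, 60 and 22 were higher without OP50 replicates 1 and 2, against 41, and 0 without either of its own libraries (50 and 43 at an unadjusted p under 0.05 by edgeR).
Of the genes that Table S5 prints under these terms, 12 of 15 of "muscle system process", 9 of 11 of "pharyngeal pumping" and 13 of 15 of "regulation of locomotion" were higher here with OP50 + LL100933. Of those that Table S6 prints, 21 of 26 of "pharyngeal pumping" and 47 of 51 of "regulation of locomotion" were higher with OP50 + LL12007, and none of these genes was lower. They were chosen by the study on the same libraries, so the tallies are not independent evidence. With OP50 + LL12007 they included the innexin gene *unc-7* (0.94), the synaptotagmin gene *snt-1* (0.85) and the kinase gene *dlk-1* (0.79). With OP50 + LL100933 they included the pharyngeal myosin gene *myo-1* (0.90), the vesicular acetylcholine transporter gene *unc-17* (0.83) and the phosphodiesterase gene *pde-4* (0.78). Without OP50 + LL100933 replicates 1 and 2, 0 and 0 of 15, 1 and 0 of 11, and 4 and 0 of 15 genes of the terms in Table S5 passed the test by edgeR, where at least 14, 10 and 15 had an unadjusted p under 0.05. Without a library of OP50 + LL12007 no term of Table S5 had more than 2 genes past the threshold. For Table S6, 0 genes of either term passed by edgeR without either library of OP50 + LL12007 (24 and 47, then 22 and 46, at an unadjusted p under 0.05), and 6 and 28 did without OP50 replicate 2.
Counted instead on the GO annotation in the count tables, 7 of 20 genes of muscle contraction, 5 of 16 of pharyngeal pumping and 8 of 39 of regulation of locomotion were higher with OP50 + LL100933 (one-sided Fisher's exact test, adjusted p = 0.00315, 0.0255 and 0.0165). With OP50 + LL12007 the numbers were 8, 7 and 8 of the same 20, 16 and 39 genes (adjusted p = 0.00581, 0.00704 and 0.180 from the same exact test). That test treats genes as independent, and none of its results was recomputed without single libraries. Related terms, named after their values were seen, passed it with OP50 + LL12007. These were positive regulation of locomotion (20 of 53 genes, adjusted p = 1.5e-06 from the exact test), negative regulation of locomotion (6 of 10, 0.00282), locomotory behavior (9 of 21, 0.00176) and locomotion (19 of 92, 0.0137). With OP50 + LL100933 locomotory behavior passed (7 of 21 genes) and locomotion did not (9 of 92, adjusted p = 0.290 from the exact test). Neither positive nor negative regulation passed with that diet. From the genes raised in both groups, the paper takes the terms enriched in Tables S5 and S6 and states that these 3 are tied to locomotion.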

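The muscle M-line gene *unc-89* (WBGene00006820, chromosome I from 4035702 to 4090884 of ce11), whose giant protein organizes myosin filaments, was higher with both diets. It averaged 11925 ± 2112 normalized counts with OP50 + LL100933 and 11977 ± 316 with OP50 + LL12007, against 6445 ± 793 with OP50 (SD, n = 2 each). Its log2 fold change was 0.89 (standard error 0.16, adjusted p = 0.0291 from edgeR) and 0.89 (adjusted p = 0.0198 from edgeR), or 0.59 and 0.52 with the gene length trend removed. The troponin T gene *tnt-4* (WBGene00006589, chromosome V from 1989476 to 1992918) averaged 19482 ± 658 and 16188 ± 72.5 against 10493 ± 2103 (SD, n = 2 each). Its log2 fold changes were 0.89 (standard error 0.17, adjusted p = 0.0300 from edgeR) and 0.63 (adjusted p = 0.0363 from edgeR). The zinc metalloproteinase gene *nas-7* (WBGene00003526, chromosome II from 7400544 to 7402724) averaged 732 ± 37.5 and 532 ± 26.7 against 309.9 ± 79.6 (SD, n = 2 each). Its log2 fold changes were 1.24 (standard error 0.17, adjusted p = 0.0155 from edgeR) and 0.77 (adjusted p = 0.0248 from edgeR). Without either library of the diet tested, none of the 3 genes passed the test. *unc-89* and *tnt-4* with OP50 + LL100933 also missed it without either library of OP50 + LL12007, *tnt-4* with OP50 + LL12007 without OP50 + LL100933 replicate 1, and *nas-7* with OP50 + LL12007 without OP50 replicate 2. Over the 6 libraries left out, the log2 fold changes with OP50 + LL100933 and OP50 + LL12007 were 0.71 to 1.06 and 0.78 to 1.02 for *unc-89*, 0.73 to 1.11 and 0.44 to 0.84 for *tnt-4*, and 1.02 to 1.53 and 0.55 to 1.07 for *nas-7*.
Of 28 astacin metalloproteases, the family of *nas-7*, 6 and 9 were higher and none was lower (9 higher with each diet when adjusted over the list alone). The list was higher by camera (adjusted p = 0.00158 and 0.00637), with adjusted p = 0.741 and 0.617 with an estimated correlation. Without OP50 replicate 2 it was not called with OP50 + LL100933 (adjusted p = 0.0732 from limma's camera), and 2 of its genes were lower with OP50 + LL12007. With OP50 + LL100933, 13 and 5 genes of the list were higher without OP50 replicates 1 and 2, against 6 with all libraries, and 0, 0, 2 and 2 without replicates 1 and 2 of OP50 + LL100933 and of OP50 + LL12007 (10, 9, 10 and 10 at an unadjusted p under 0.05 by edgeR). With OP50 + LL12007, 15 and 3 were higher without OP50 replicates 1 and 2, against 9, and 0 without either of its own libraries (11 and 7 at an unadjusted p under 0.05 by edgeR).
For the calcium homeostasis modulator gene *clhm-1* (WBGene00016626, chromosome II from 6868946 to 6871039), the log2 fold change with OP50 + LL12007 was 0.92 (standard error 0.20, adjusted p = 0.0244 from edgeR). With OP50 + LL100933 it was 0.71 and did not pass the test (adjusted p = 0.0601 from edgeR). The degenerin-like channel gene *unc-105* (WBGene00006832, chromosome II from 8116356 to 8122904) averaged 382 ± 8.02 with OP50 + LL12007 against 170.3 ± 52.2 (SD, n = 2 each), a log2 fold change of 1.16 (standard error 0.24, adjusted p = 0.0239 from edgeR). With OP50 + LL100933 its value of 0.52 did not pass (adjusted p = 0.176 from edgeR), except without OP50 replicate 1 (0.87) and with no filter on low counts. Between the strains the difference in *unc-105* was 0.64, with an adjusted p of 0.407 from edgeR. Without either library of OP50 + LL12007 neither gene passed for that diet (0.77 to 1.07 for *clhm-1* and 0.89 to 1.51 for *unc-105* over all 6).
The fibroblast growth factor gene *let-756* (WBGene00002881, chromosome III from 6407129 to 6410018) rose by 0.75 and 0.93 (adjusted p = 0.0339 and 0.0193 from edgeR). The rabphilin gene *rbf-1* (WBGene00004316, chromosome III from 6675801 to 6703974) rose by 0.76 and 0.94 (adjusted p = 0.0474 and 0.0231 from edgeR). The cytochrome P450 gene *cyp-33E2* (WBGene00018334, chromosome IV from 8612363 to 8614683) was higher with OP50 + LL12007, at 1.09 (standard error 0.29, adjusted p = 0.0360 from edgeR), and at 0.20 with OP50 + LL100933 (adjusted p = 0.672 from edgeR). Its difference between the strains was 0.89 (adjusted p = 0.340 from edgeR). The guanylyl cyclase gene *daf-11* was higher at 1.04 and 0.74 (adjusted p = 0.0339 and 0.0433 from edgeR). None of the calls of these 4 genes held without either library of the diet tested. With OP50 + LL100933, *let-756*, *rbf-1* and *daf-11* also missed the threshold without either library of OP50 + LL12007, and *rbf-1* without OP50 replicate 2, in DESeq2 and edgeR on the pair of groups, with library totals and with the replicate block, alone or with the length trend removed (adjusted p up to 0.241 for *rbf-1* over the 6 libraries). With OP50 + LL12007, *cyp-33E2* and *daf-11* missed it without OP50 replicate 2, and *daf-11* also without either library of OP50 + LL100933, in both DESeq2 fits and with the gene length trend removed. The log2 fold changes stayed above 0 where the test had been passed, from 0.48 for *rbf-1* with OP50 + LL100933 to 1.39 for *cyp-33E2* with OP50 + LL12007. The actin gene *act-1*, the tubulin gene *tba-1* and the cytochrome c1 gene *cyc-1* did not pass the test with either diet. With OP50 + LL100933 they were at 0.31, -0.20 and 0.06 and with OP50 + LL12007 at 0.51, -0.18 and 0.08 (adjusted p = 0.0852, 0.447 and 0.707 from edgeR). Without OP50 replicate 1, *act-1* passed with both diets, at 0.59 and 0.79. With OP50 + LL12007 it also passed with no filter (adjusted p = 0.00446 from edgeR) and in DESeq2 on all 6 libraries and on the pair of groups (adjusted p = 0.0248 and 0.0438).

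**Figure D2:**
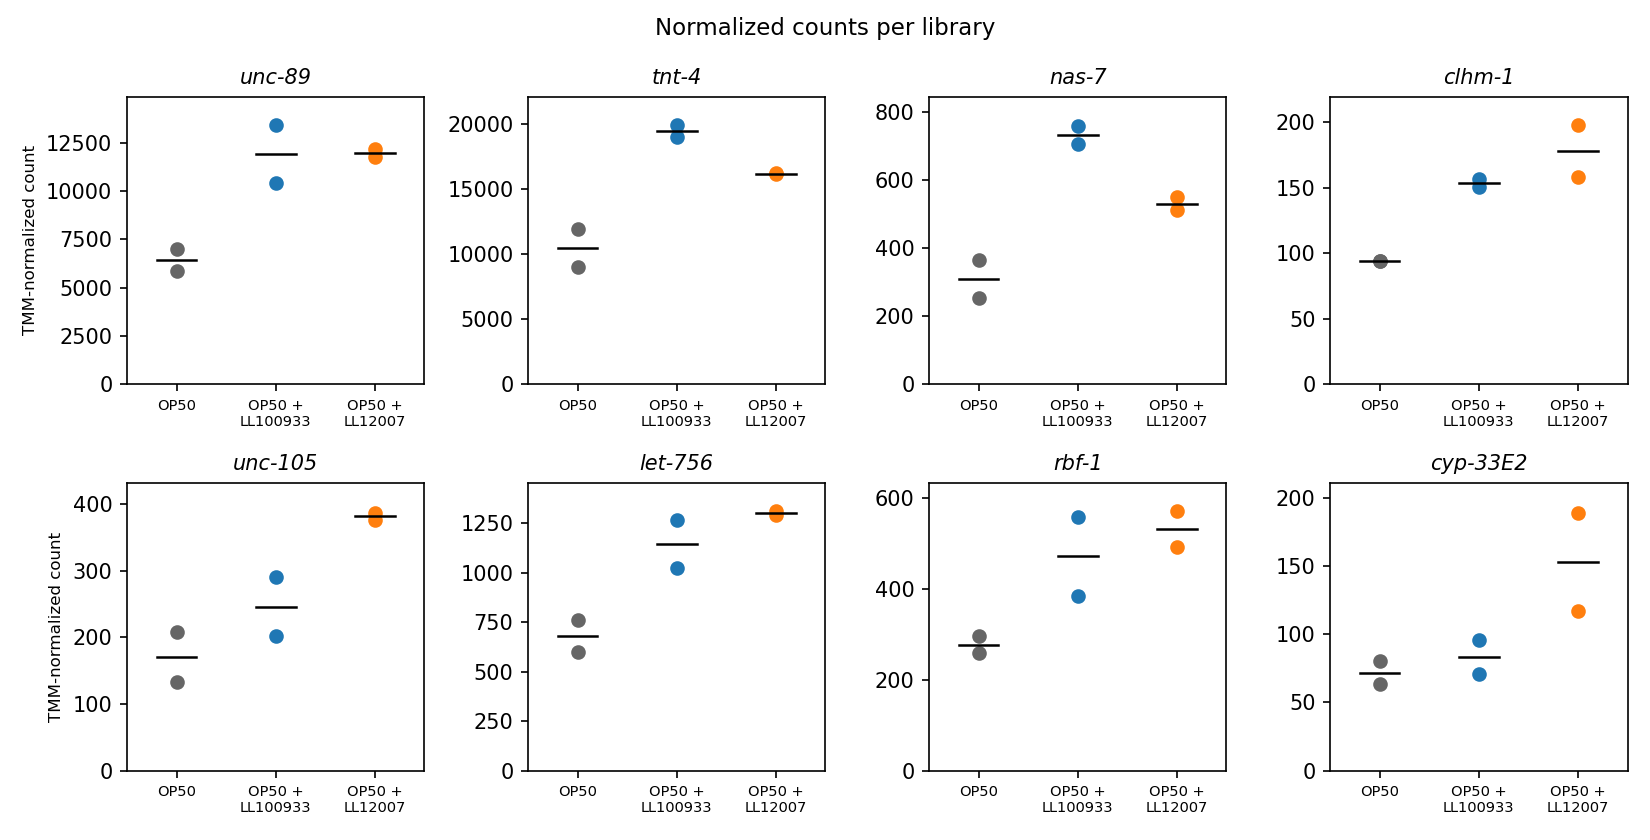
TMM-normalized counts of 8 genes named in the text, for the 2 libraries of each group fed OP50, OP50 + LL100933 or OP50 + LL12007. Each point is a library and the bar is the mean of the group, for example 382 counts of *unc-105* with OP50 + LL12007.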

Using real-time PCR, we confirmed that the OP50 + LL100933-fed group had higher mRNA expression levels of *unc-89* and *nas-7* than the control-fed group (Fold change: 1.831 ± 0.156; 2.403 ± 0.200, respectively) (Figure 9). The OP50 + LL12007-fed group exhibited increased mRNA expression of *rbf-1*, *let-756*, *unc-105*, and *cyp-33E2* (Fold change: 4.297 ± 0.892; 2.851 ± 0.295; 2.774 ± 0.154; and 1.837 ± 0.145, respectively) (Figure 9).

## 4. Discussion

Several previous studies have indicated that probiotics can be advantageous to their hosts by enhancing the intestinal microecological equilibrium [32,33], regulating the immune system [34,35], and adhering to the intestinal tract [36]. 

The findings of this study indicated that the *Lactococcus lactis* subsp. *lactis* strains (NBRC 100933 and NBRC 12007) did not have a notable impact on prolonging the lifespan of *C. elegans*. However, these strains had positive effects on the locomotor ability of *C. elegans*. The improved movement was demonstrated to occur via the modulation of the p38 MAPK and *skn-1* signaling pathways.

Aging is also associated with reduced muscle function and increased lipid accumulation [37]. Our results indicated that the administration of LL100933 and LL12007 improved locomotor function, increased body bending frequency, and reduced lipid buildup, suggesting that LL100933 and LL12007 improved the health span of the hosts. This aligns with earlier research findings indicating that *Weissella* [38], Probio-M9 [39], and *Lactococcus cremoris* subsp. *cremoris* [15] similarly enhance mobility and body bending and reduce lipid buildup in aging worms. The reduced lipid build-up in elderly worms could be attributed to the presence of peptides or amino acids released by bacteria with anti-obesity properties [40,41].

The body sizes of the worms in both the mixed- and sole-fed groups exhibited varying reductions at different experimental ages, as depicted in Figure 4A,B. The mixed-fed worms (OP50 + LL100933 and OP50 + LL12007) exhibited an increase in the brood size (Figure 5A), whereas the sole-fed worms (LL100933 and LL12007) showed a decrease in the brood size (Figure 5B). These findings are consistent with those of a prior investigation [42] in which CBM 588 exhibited similar effects on the reproductive rate and body size of worms. Similar to CBM 588, *Lactococcus lactis* subsp. *lactis* (LL100933 and LL12007) is believed to have the potential to enhance locomotion, partially via a DR (also known as caloric restriction, CR) mechanism. According to earlier reports, the lifespan of worms is prolonged through CR, involving the activation of DAF-16 [43] and increasing the longevity of worms through caloric restriction while preserving their fertility presents a challenging endeavor [44]. Notably, in this study, the impact of LL100933 and LL12007 was observed to be DAF-16-independent, suggesting that CR is not involved in the improved locomotion of *Lactococcus* strains.

PMK-1 and SKN-1 are involved in the pathways related to stress resilience, immune system activation, metabolic processes, and detoxification [45]. The center of attention in the insulin/insulin-like growth factor signaling pathway (IGF-1) has shifted to DAF-16, which serves as an analogous counterpart of the FOXO transcription factor in mammals. DAF-16 is triggered to bolster host resilience in situations with diminished initial signals of IGF-1, as observed in scenarios such as dietary restriction. SKN-1, a transcription factor influenced by the p38 MAPK (PMK-1) pathway, controls the activation of the genes responsible for detoxifying xenobiotics [46]. The current research demonstrated that OP50 + LL100933 and OP50 + LL12007 failed to enhance the mobility of the loss-of-function *pmk-1* and *skn-1* mutants. This suggests that PMK-1 and SKN-1 may play crucial roles in the health span improvement associated with LL100933 and LL12007 (Figure 10). Consistent with our findings, *Clostridium butyricum* MIYAIRI 588 [42] and *Bifidobacterium infantis* [18] feeding improved the health span of *C. elegans*, and these beneficial effects were partially mediated via the PMK-1 and SKN-1 signaling pathways.

Concurrently, we focused on analyzing the expression of various genes through real-time PCR. Therefore, we employed Gene Ontology (GO) enrichment to analyze upregulated genes. In the group that received OP50 + LL100933, *unc-89* and *nas-7* were upregulated. Previous studies have indicated that UNC-89 plays a crucial role in the organization of myosin filaments and functions in conjunction with ryanodine receptors and L-VGCCs within a common genetic pathway that controls the movement of *C. elegans* [47]. Conversely, *nas-7* is crucial for developing the pharyngeal muscle and regulating the pharyngeal pumping rate during development [48]. In the OP50 + LL12007-fed group, the genes *rbf-1*, *let-756*, *unc-105*, and *cyp-33E2* were significantly upregulated when compared with those in the control group fed OP50. Previous findings have indicated the significant involvement of rabphillin-1 (RBF-1) as an effector in synaptic transmission regulation by RAB-3 and RAB-27 [49]. This synaptic transmission process potentially controls the movement of *C. elegans*. The *let-756* gene functions as a fibroblast growth factor (FGF) in *C. elegans* and is implicated in a range of developmental and pathological processes [50]. Within the context of LET-756, the C-terminal region is distinct and lacks a sequence comparable to that of other fibroblast growth factors (FGF). LET-756 may thus have developed this extension and related functional abilities to compensate for the limited availability of FGF molecules within the worm lineage [51]. 

*unc-105* represents the sole *C. elegans* gene that is expected to produce degenerin (DEG)/epithelial Na^+^ channels (ENaCs). Both its expression pattern and in vivo observations have revealed that this protein is generated within body wall muscles, which are a vital component of the locomotion process [52]. CYP eicosanoids (*cyp-33E2*) are essential for controlling pharyngeal pumping and food consumption in *C. elegans* [53], potentially contributing to improvements in their locomotor activity.

The findings of the present study suggest that both *Lactococcus lactis* subsp. *lactis* strains (LL100933 and LL12007) possess the capacity to improve movement and decrease lipid buildup in *C. elegans*. It would be intriguing to investigate how these strains affect host defense and the immune responses of *C. elegans* under various stress conditions. In this study, we did not observe any distinct effect of the nisin-producing strain (LL12007) on *C. elegans*, emphasizing the need for future studies to investigate the sole effect of nisin derived from *Lactococcus lactis* subsp. *lactis*.

## 5. Conclusions

In the present study, we explored the effects of nisin-producing and non-nisin-producing strains of *Lactococcus lactis* subsp. *lactis* on the health of *C. elegans*. Both strains exhibited beneficial effects on nematode health by boosting mobility and decreasing lipid build-up. The related mechanisms seemed to depend critically on the presence of the PMK-1/p38 MAPK and SKN-1/Nrf2 transcription factors. Although the positive results observed in the worms may not necessarily ensure the effectiveness of probiotics in humans, achieving favorable outcomes remains a crucial prerequisite. 

## Figures and Tables

**Figure 1:**
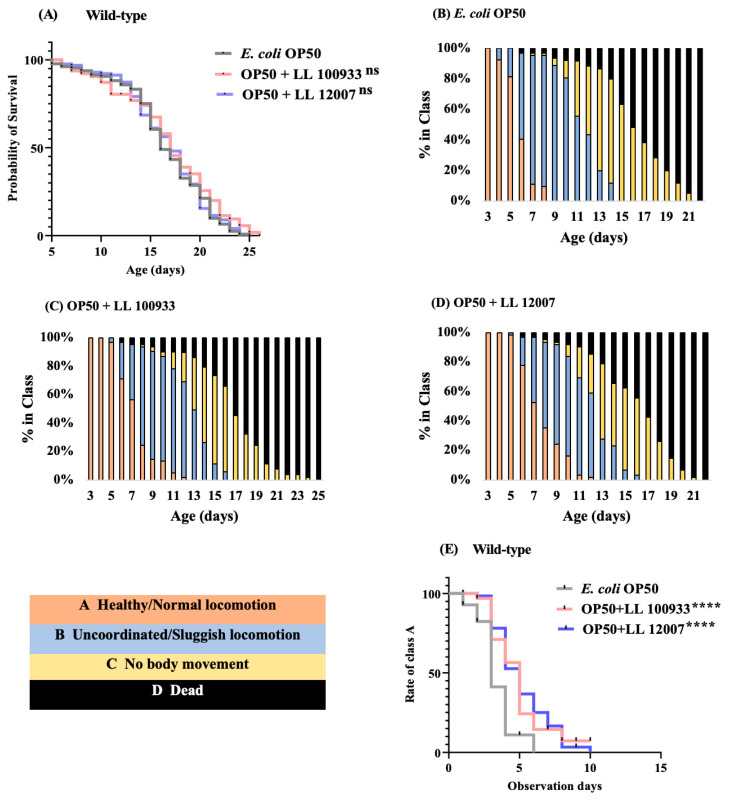
Lifespan assay of *C. elegans* with *Lactococcus lactis subsp. lactis* NBRC 100933 (LL 100933) and NBRC 12007 (LL 12007). (**A**) Survival curves of OP50 + LL 100933-fed and OP50 + LL 12007-fed wild-type *C. elegans* compared with those of the *E. coli* OP50-fed control worms. Age 0 nominal days was used to designate young adults. ns = Not significant, *p* > 0.05 vs. the control-fed worms. Asterisks indicate statistically significant differences (****, *p* < 0.0001) compared to the control worms fed *E. coli* OP50 using the log-rank (Mantel–Cox) test. Supplementary lifespan data and analysis are provided in supplementary Table S10. Age-related locomotor activity of *C. elegans* (wild type). (**B**–**D**) show the locomotory scoring scheme for worms fed OP50, OP50 + LL 10093, and OP50 + LL 12007. Worms were categorized into four classes as follows: Class A, Healthy/Normal locomotion (pink bars); Class B, Uncoordinated/Sluggish locomotion (blue bars); Class C, No body movement but head movement in response to prodding (yellow bars); and Class D, Dead worms (black bars). (**E**) Health span curves of wild type (N2) *C. elegans* fed OP50 + LL 100933 and OP50 + LL 12007 compared with those of OP50-fed control worms.

**Figure 2:**
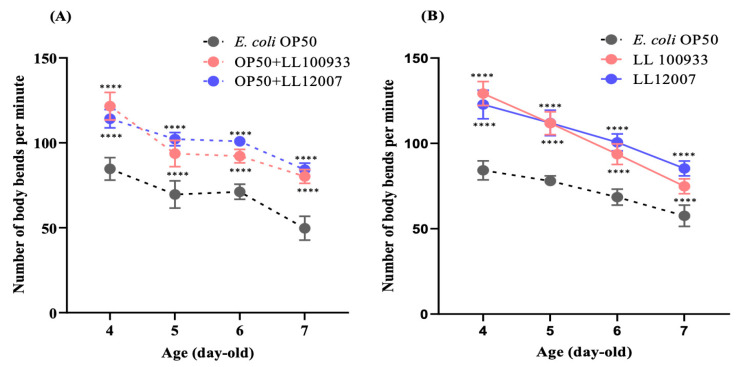
Body bending frequency (bends/minute) of (**A**) mixed-fed (OP50 + LL100933 and OP50 + LL12007) and (**B**) sole-fed (LL100933 and LL12007) worms compared with that of control-fed (OP50) worms. Worms fed with mixed and sole cultures of test strains had a significantly (*p* ≤ 0.0001) higher body bending frequency compared with that of control-fed worms. All data are expressed as means ± standard error. Asterisks (****, *p* ≤ 0.0001) indicate statistically significant differences compared to those of the control-fed group. Two-factor factorial ANOVA and Tukey’s multiple comparison tests were used to analyze the data where *n* = 20 worms.

**Figure 3:**
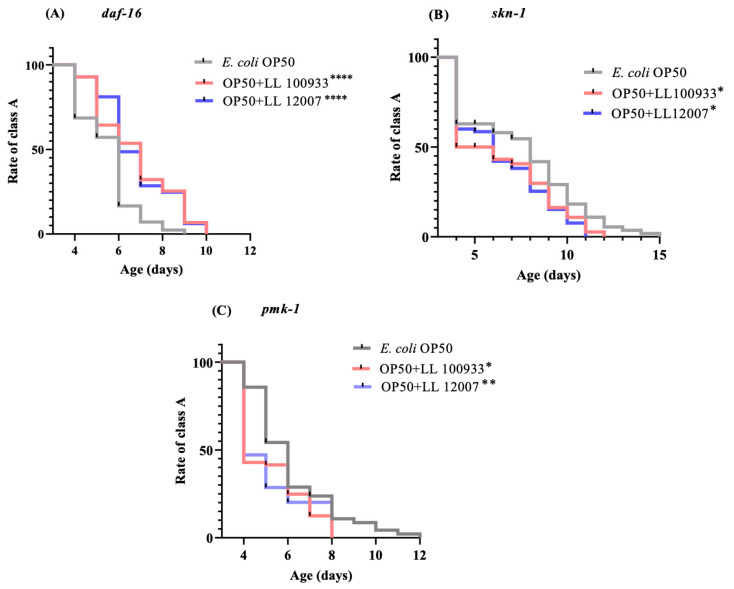
(**A**) Locomotion score of class A in mutants *daf-16* (*mu86*); (**B**) *skn-1* (*ok2315*); and (**C**) *pmk-1* (*km25*) fed with OP50 + LL 100933 and OP50 + LL 12007 compared with that of the control (OP50)-fed worms. Using the log-rank (Mante-Cox) test, the percentages of the frequency of Class A worms were examined. Asterisks (****, *p* < 0.0001; **, *p* ≤ 0.005; and *, *p* ≤ 0.05) indicate statistically significant differences between the test and control groups.

**Figure 4:**
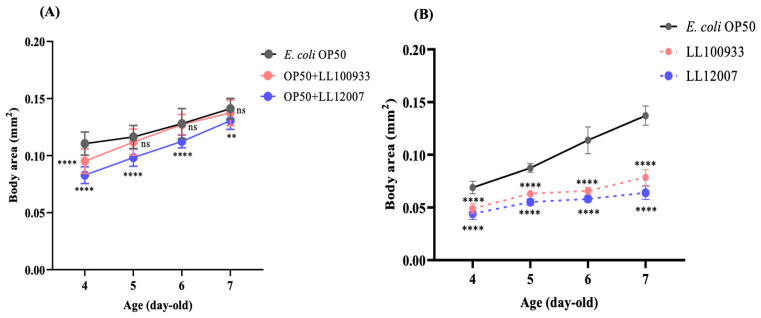
Growth of (**A**) control-fed (OP50) and mixed-fed (OP50 + LL100933 and OP50 + LL12007) and (**B**) control-fed (OP50) and sole test-fed (LL 100933 or LL 12007) worms from 4 to 7 days of age. All results are expressed as means ± standard error. On all observed days, the sole test-fed worms (LL 100933 or LL 12007) showed significantly decreased body size compared to that of control (OP50) fed worms. Asterisks indicate (****, *p* < 0.0001); **, *p* < 0.01) statistically significant differences between test-fed and control-fed groups. Two-factor factorial ANOVA and Tukey’s multiple comparison tests were used to analyze the data where *n* = 20 worms.

**Figure 5:**
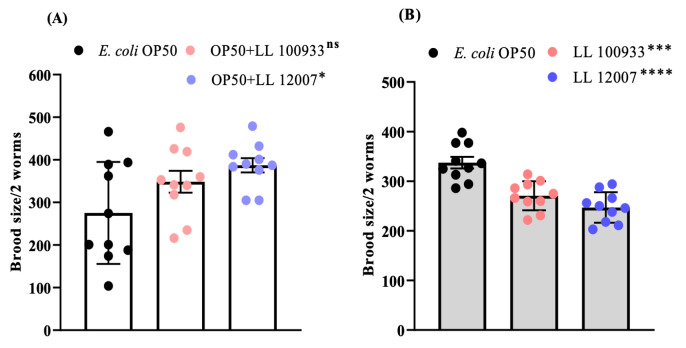
Comparative investigation of brood size among *C. elegans* N2. (**A**) Worms fed with OP50 + LL100933 (*n* = 20), and OP50 + LL12007 (*n* = 20) compared with OP50-fed (control) worms (*n* = 20). (**B**) LL100933-fed (*n* = 20) and LL12007-fed worms (*n* = 20) compared with control (OP50-fed) worms. Asterisks indicate statistically significant differences (*, *p* ≤ 0.05; ***, *p* ≤ 0.0004; ****, *p* < 0.0001) from the control (OP50-fed) worms. Data are shown as means ± standard error. Statistical analysis was carried out using the Mann-Whitney U test.

**Figure 6:**
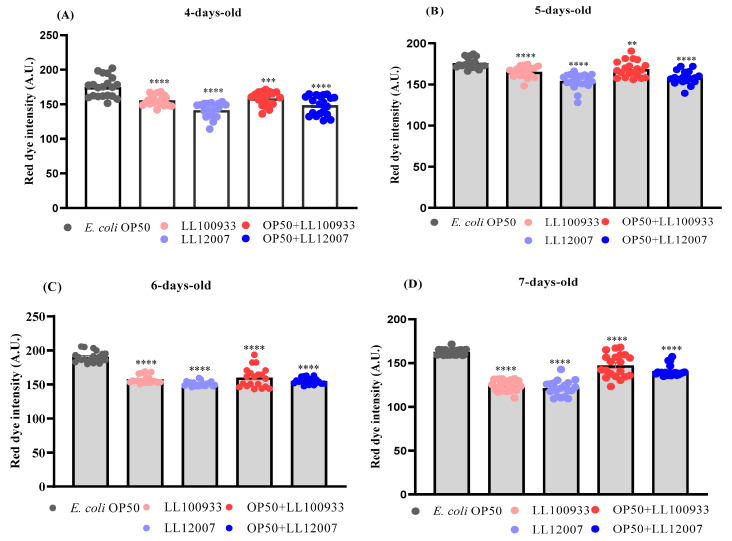
Quantification of red dye intensity in the (**A**) 4-day-old (*n* = 20); (**B**) 5-day-old (*n* = 20); (**C**) 6-day-old; and (**D**) 7-day-old worms using Oil red O staining based on the projection area of the worm body. Worms of the mixed-fed and sole-fed groups showed statistically lower lipid accumulation (lower red dye intensity) inside the body compared with that in control-fed worms. Error bars represent the standard errors. Asterisks indicate statistically significant differences (**, *p* ≤ 0.005; ***, *p* ≤ 0.0005; ****, *p* ≤ 0.0001) from the control worms (OP50-fed) using Student’s *t*-test.

**Figure 7:**
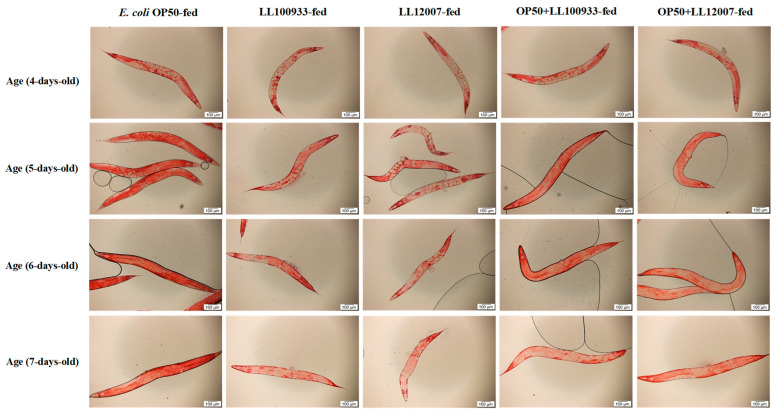
Microscopic illustration to measure the red dye intensity in control-fed (OP50), mixed-fed (OP50 + LL100933 or OP50 + LL12007), and sole-fed (LL100933 or LL12007) worms. The higher dye intensity indicates higher lipid accumulation in the worms. ImageJ software was used to measure the red dye intensity absorbed by the worm’s body. The scale bar indicates 100 μm. Magnification, ×10.

**Figure 8:**
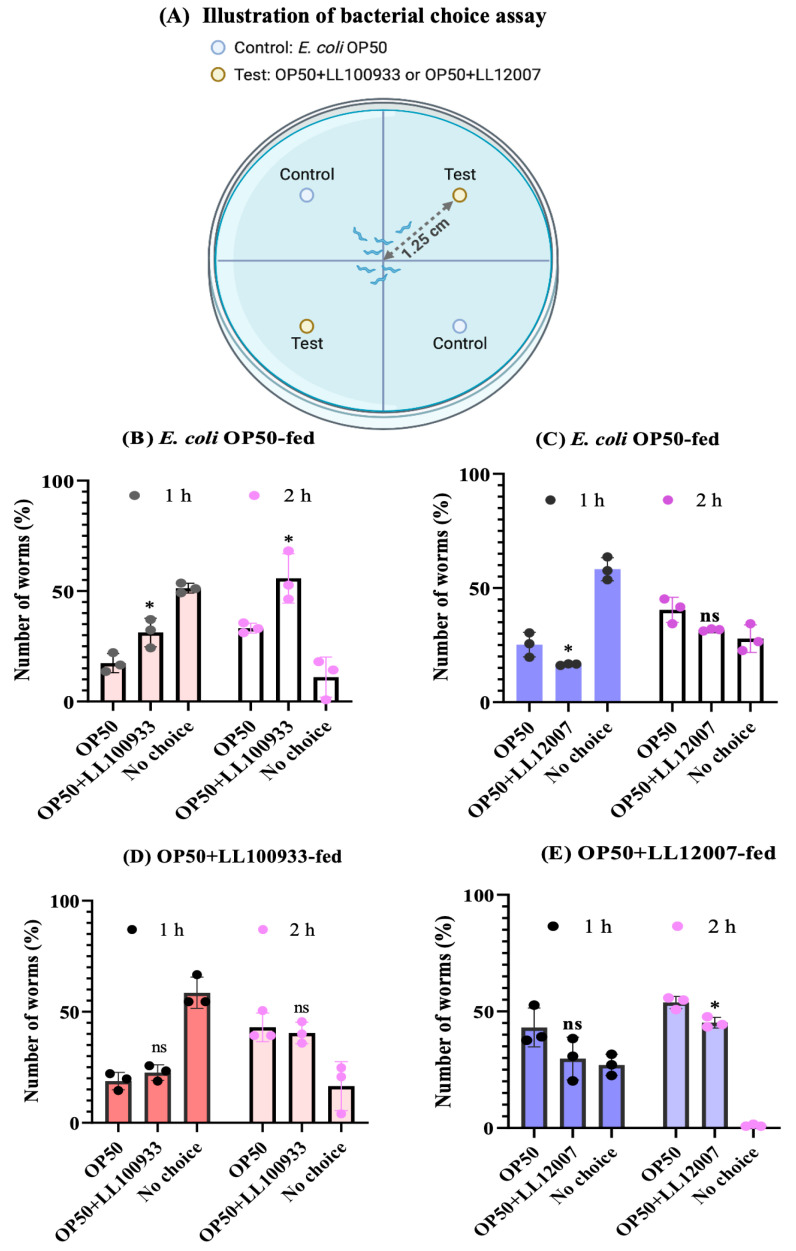
Bacterial choice assay of *C. elegans* N2. Figures (**A**) illustrates the bacterial choices of worms fed *E. coli* OP50 (**B**,**C**), OP50 + LL100933 (**D**), and OP50 + LL 12007 (**E**). Young adult (day 1) worms were fed OP50, OP50 + LL 100933, and OP50 + LL 12007 for 2 consecutive days; Day 3 aged worms were assayed for bacterial choice using the control feed (OP50) and test feed (OP50 + LL 100933 or OP50 + LL 12007) on mNGM plates (5 cm). The percentage of worms (means ± standard error) moving to the specified bacterial lawns was investigated at different time intervals (1 h and 2 h). No choice, the percentage of worms outside the bacterial lawns. Asterisks indicate statistically significant differences (*, *p* ≤ 0.05) among the worms. Three independent replicates were used for this assay and the data were analyzed using Student’s *t*-test.

**Figure 9:**
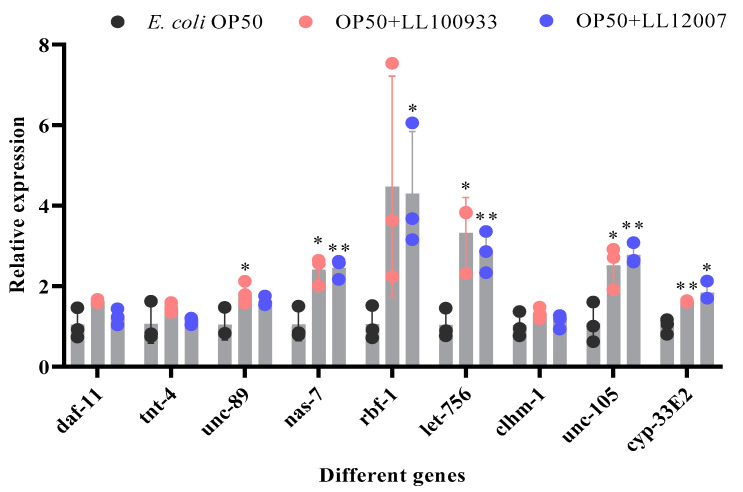
Analysis of relative mRNA expression in OP50 + LL100933-fed and OP50 + LL 12007-fed worms compared with that in control (OP50-fed) worms using real-time PCR. The figure indicates the different upregulated mRNA expressions (means ± SEM) and asterisks indicate statistically significant differences between the control (OP50-fed) and test (OP50 + LL100933-fed or OP50 + LL12007-fed) groups; *, *p* ≤ 0.05; **, *p* ≤ 0.005. Student’s *t*-test was used to measure statistical differences and three (*n* = 3) biological replicates were used.

**Figure 10:**
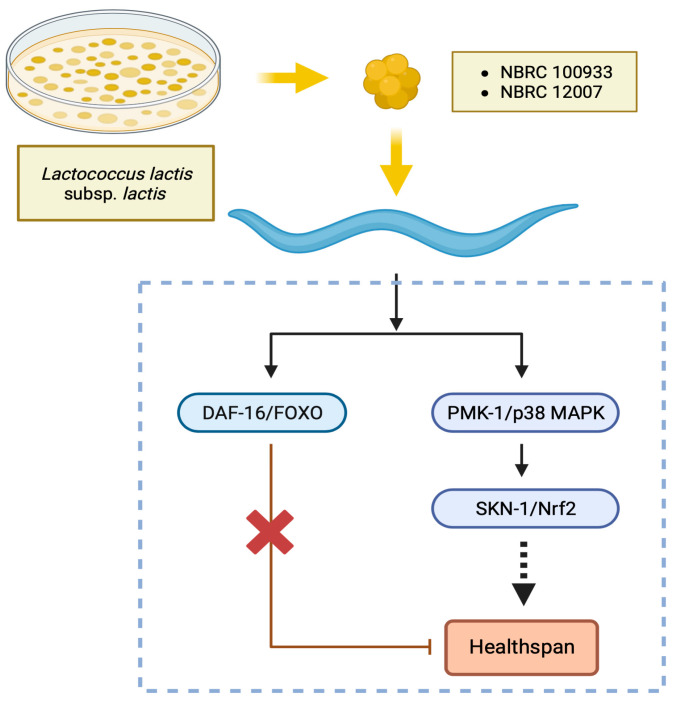
The expected mechanism for improving health span with LL100933 and LL12007 is believed to involve the enhancement of locomotor activity in *C. elegans*. This enhancement is likely achieved through modulation of the PMK-1/p38 MAPK and SKN-1/Nrf2 transcription factors, whereas DAF-16 does not seem to play a role in enhancing the motion capability of *C. elegans* when exposed to LL.

## Data Availability

The data supporting the findings of this study are available in the Gene Expression Omnibus (GEO) (GSE243721).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu15204482/s1. Table S1: Genes upregulated in worms fed with OP50 + LL100933; Table S2: Genes upregulated in worms fed with OP50 + LL12007; Table S3: Downregulated genes in worms fed with OP50 + LL100933; Table S4: Genes downregulated in worms fed with OP50 + LL12007; Table S5: Enriched gene ontology (GO) for upregulated genes in worms fed with OP50 + LL100933; Table S6: Enriched gene ontology (GO) for upregulated genes in worms fed with OP50 + LL12007; Table S7: Enriched gene ontology (GO) for downregulated genes in worms fed with OP50 + LL100933; Table S8: Enriched gene ontology (GO) for downregulated genes in worms fed with OP50 + LL12007; Table S9: Primer list; Table S10: Data of lifespan assay of *C. elegans*.

## References

[1] Deng Z., Hou K., Zhao J., Wang H. (2022). The Probiotic Properties of Lactic Acid Bacteria and Their Applications in Animal Husbandry. Curr. Microbiol..

[2] Sanders M.E. (2008). Probiotics: Definition, Sources, Selection, and Uses. Clin. Infect. Dis..

[3] Li T.T., Tian W.L., Gu C.T. (2019). Elevation of *Lactococcus lactis* subsp. *cremoris* to the Species Level as *Lactococcus cremoris* sp. nov. and Transfer of *Lactococcus lactis* subsp. *tructae* to *Lactococcus cremoris* as *Lactococcus cremoris* subsp. *tructae* comb. nov. Int. J. Syst. Evol. Microbiol..

[4] Jung M.Y., Lee C., Seo M.-J., Roh S.W., Lee S.H. (2020). Characterization of a Potential Probiotic Bacterium Lactococcus Raffinolactis WiKim0068 Isolated from Fermented Vegetable Using Genomic and in Vitro Analyses. BMC Microbiol..

[5] Belo G.A., Cordeiro B.F., Oliveira E.R., Braga M.P., Da Silva S.H., Costa B.G., Martins F.D.S., Jan G., Le Loir Y., Gala-García A. (2021). SlpB Protein Enhances the Probiotic Potential of L. Lactis NCDO 2118 in Colitis Mice Model. Front. Pharmacol..

[6] Bandyopadhyay B., Das S., Mitra P.K., Kundu A., Mandal V., Adhikary R., Mandal V., Mandal N.C. (2022). Characterization of Two New Strains of Lactococcus Lactis for Their Probiotic Efficacy over Commercial Synbiotics Consortia. Braz. J. Microbiol..

[7] Sałański P., Kowalczyk M., Bardowski J.K., Szczepankowska A.K. (2022). Health-Promoting Nature of Lactococcus Lactis IBB109 and Lactococcus Lactis IBB417 Strains Exhibiting Proliferation Inhibition and Stimulation of Interleukin-18 Expression in Colorectal Cancer Cells. Front. Microbiol..

[8] Jawan R., Abbasiliasi S., Mustafa S., Kapri M.R., Halim M., Ariff A.B. (2021). In Vitro Evaluation of Potential Probiotic Strain Lactococcus Lactis Gh1 and Its Bacteriocin-Like Inhibitory Substances for Potential Use in the Food Industry. Probiotics Antimicro. Prot..

[9] Wan X., Takala T.M., Qiao M., Saris P.E.J. (2021). Complete Genome Sequence of Nisin-Producing *Lactococcus lactis* subsp. *Lactis* N8. Microbiol. Resour. Announc..

[10] Zhao G., Liu J., Zhao J., Dorau R., Jensen P.R., Solem C. (2021). Efficient Production of Nisin A from Low-Value Dairy Side Streams Using a Nonengineered Dairy *Lactococcus lactis* Strain with Low Lactate Dehydrogenase Activity. J. Agric. Food Chem..

[11] Finch C.E., Ruvkun G. (2001). The Genetics of Aging. Annu. Rev. Genom. Hum. Genet..

[12] Roselli M., Schifano E., Guantario B., Zinno P., Uccelletti D., Devirgiliis C. (2019). *Caenorhabditis elegans* and Probiotics Interactions from a Prolongevity Perspective. Int. J. Mol. Sci..

[13] Poupet C., Chassard C., Nivoliez A., Bornes S. (2020). *Caenorhabditis elegans*, a Host to Investigate the Probiotic Properties of Beneficial Microorganisms. Front. Nutr..

[14] Petersen C., Dierking K., Johnke J., Schulenburg H. (2022). Isolation and Characterization of the Natural Microbiota of the Model Nematode *Caenorhabditis elegans*. JoVE J. Vis. Exp..

[15] Komura T., Takemoto A., Kosaka H., Suzuki T., Nishikawa Y. (2022). Prolonged Lifespan, Improved Perception, and Enhanced Host Defense of *Caenorhabditis elegans* by *Lactococcus cremoris* subsp. Cremoris. Microbiol. Spectr..

[16] Brenner S. (1974). The Genetics of *Caenorhabditis elegans*. Genetics.

[17] Wu D., Rea S., Yashin A., Johnson T. (2006). Visualizing Hidden Heterogeneity in Isogenic Populations of *C. elegans*. Exp. Gerontol..

[18] Komura T., Ikeda T., Yasui C., Saeki S., Nishikawa Y. (2013). Mechanism Underlying Prolongevity Induced by Bifidobacteria in *Caenorhabditis elegans*. Biogerontology.

[19] Gruber J., Ng L.F., Fong S., Wong Y.T., Koh S.A., Chen C.-B., Shui G., Cheong W.F., Schaffer S., Wenk M.R. (2011). Mitochondrial Changes in Ageing *Caenorhabditis elegans*—What Do We Learn from Superoxide Dismutase Knockouts?. PLoS ONE.

[20] Pompa L., Montanari A., Tomassini A., Bianchi M.M., Aureli W., Miccheli A., Uccelletti D., Schifano E. (2023). In Vitro Probiotic Properties and in Vivo Anti-Ageing Effects of Lactoplantibacillus Plantarum PFA2018AU Strain Isolated from Carrots on *Caenorhabditis elegans*. Microorganisms.

[21] Soete G., Betist M.C., Korswagen H.C. (2007). Regulation of *Caenorhabditis elegans* Body Size and Male Tail Development by the Novel Gene Lon-8. BMC Dev. Biol..

[22] Gusarov I., Pani B., Gautier L., Smolentseva O., Eremina S., Shamovsky I., Katkova-Zhukotskaya O., Mironov A., Nudler E. (2017). Glycogen Controls *Caenorhabditis elegans* Lifespan and Resistance to Oxidative Stress. Nat. Commun..

[23] Chow Y.-L., Sato F. (2013). Screening of Isoquinoline Alkaloids for Potent Lipid Metabolism Modulation with *Caenorhabditis elegans*. Biosci. Biotechnol. Biochem..

[24] Yen K., Le T.T., Bansal A., Narasimhan S.D., Cheng J.-X., Tissenbaum H.A. (2010). A Comparative Study of Fat Storage Quantitation in Nematode *Caenorhabditis elegans* Using Label and Label-Free Methods. PLoS ONE.

[25] Bolger A.M., Lohse M., Usadel B. (2014). Trimmomatic: A Flexible Trimmer for Illumina Sequence Data. Bioinformatics.

[26] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: Ultrafast Universal RNA-Seq Aligner. Bioinformatics.

[27] Liao Y., Smyth G.K., Shi W. (2014). featureCounts: An Efficient General Purpose Program for Assigning Sequence Reads to Genomic Features. Bioinformatics.

[28] Anders S., Huber W. (2010). Differential Expression Analysis for Sequence Count Data. Nat. Preced..

[29] Livak K.J., Schmittgen T.D. (2001). Analysis of Relative Gene Expression Data Using Real-Time Quantitative PCR and the 2^−ΔΔCT^ Method. Methods.

[30] Rubio-Tomás T., Tavernarakis N. (2022). Lipid Metabolism and Ageing in *Caenorhabditis elegans*: A Complex Interplay. Biogerontology.

[31] Abada E.A., Sung H., Dwivedi M., Park B.-J., Lee S.-K., Ahnn J. (2009). *C. elegans* Behavior of Preference Choice on Bacterial Food. Mol. Cells.

[32] Malaguarnera G., Leggio F., Vacante M., Motta M., Giordano M., Biondi A., Basile F., Mastrojeni S., Mistretta A., Malaguarnera M. (2012). Probiotics in the Gastrointestinal Diseases of the Elderly. J. Nutr. Health Aging.

[33] Azad M.A.K., Sarker M., Li T., Yin J. (2018). Probiotic Species in the Modulation of Gut Microbiota: An Overview. BioMed Res. Int..

[34] Komura T., Ikeda T., Hoshino K., Shibamura A., Nishikawa Y., Mylonakis E., Ausubel F.M., Gilmore M., Casadevall A. (2012). Caenorhabditis elegans as an Alternative Model to Study Senescence of Host Defense and the Prevention by Immunonutrition. Recent Advances on Model Hosts.

[35] Park M.R., Ryu S., Maburutse B.E., Oh N.S., Kim S.H., Oh S., Jeong S.-Y., Jeong D.-Y., Oh S., Kim Y. (2018). Probiotic Lactobacillus Fermentum Strain JDFM216 Stimulates the Longevity and Immune Response of *Caenorhabditis elegans* through a Nuclear Hormone Receptor. Sci. Rep..

[36] Oelschlaeger T.A. (2010). Mechanisms of Probiotic Actions—A Review. Int. J. Med. Microbiol..

[37] Pincus Z., Slack F.J. (2010). Developmental Biomarkers of Aging in *Caenorhabditis elegans*. Dev. Dyn..

[38] Lee J., Kwon G., Lim Y.-H. (2015). Elucidating the Mechanism of Weissella-Dependent Lifespan Extension in *Caenorhabditis elegans*. Sci. Rep..

[39] Zhang J., Zhao Y., Sun Z., Sun T. (2022). Lacticaseibacillus Rhamnosus Probio-M9 Extends the Lifespan of *Caenorhabditis elegans*. Commun. Biol..

[40] Brooks K.K., Liang B., Watts J.L. (2009). The Influence of Bacterial Diet on Fat Storage in *C. elegans*. PLoS ONE.

[41] Yoon S., Cho H., Nam Y., Park M., Lim A., Kim J.-H., Park J., Kim W. (2022). Multifunctional Probiotic and Functional Properties of *Lactiplantibacillus plantarum* LRCC5314, Isolated from Kimchi. J. Microbiol. Biotechnol..

[42] Kato M., Hamazaki Y., Sun S., Nishikawa Y., Kage-Nakadai E. (2018). Clostridium Butyricum MIYAIRI 588 Increases the Lifespan and Multiple-Stress Resistance of *Caenorhabditis elegans*. Nutrients.

[43] Berdichevsky A., Viswanathan M., Horvitz H.R., Guarente L. (2006). *C. elegans* SIR-2.1 Interacts with 14-3-3 Proteins to Activate DAF-16 and Extend Life Span. Cell.

[44] Greer E.L., Brunet A. (2009). Different Dietary Restriction Regimens Extend Lifespan by Both Independent and Overlapping Genetic Pathways in *C. elegans*. Aging Cell.

[45] Blackwell T.K., Steinbaugh M.J., Hourihan J.M., Ewald C.Y., Isik M. (2015). SKN-1/Nrf, Stress Responses, and Aging in *Caenorhabditis elegans*. Free Radic. Biol. Med..

[46] Choe K.P., Leung C.K., Miyamoto M.M. (2012). Unique Structure and Regulation of the Nematode Detoxification Gene Regulator, SKN-1: Implications to Understanding and Controlling Drug Resistance. Drug Metab. Rev..

[47] Spooner P.M., Bonner J., Maricq A.V., Benian G.M., Norman K.R. (2012). Large Isoforms of UNC-89 (Obscurin) Are Required for Muscle Cell Architecture and Optimal Calcium Release in *Caenorhabditis elegans*. PLoS ONE.

[48] Park J.-O., Pan J., Möhrlen F., Schupp M.-O., Johnsen R., Baillie D.L., Zapf R., Moerman D.G., Hutter H. (2010). Characterization of the Astacin Family of Metalloproteases in *C. elegans*. BMC Dev. Biol..

[49] Mahoney T.R., Liu Q., Itoh T., Luo S., Hadwiger G., Vincent R., Wang Z.-W., Fukuda M., Nonet M.L. (2006). Regulation of Synaptic Transmission by RAB-3 and RAB-27 in *Caenorhabditis elegans*. Mol. Biol. Cell.

[50] Roubin R., Naert K., Popovici C., Vatcher G., Coulier F., Thierry-Mieg J., Pontarotti P., Birnbaum D., Baillie D., Thierry-Mieg D. (1999). Let-756, a *C. elegans* Fgf Essential for Worm Development. Oncogene.

[51] Popovici C., Fallet M., Marguet D., Birnbaum D., Roubin R. (2006). Intracellular Trafficking of LET-756, a Fibroblast Growth Factor of *C. elegans*, Is Controlled by a Balance of Export and Nuclear Signals. Exp. Cell Res..

[52] Jospin M., Mariol M.-C., Segalat L., Allard B. (2004). Patch Clamp Study of the UNC-105 Degenerin and Its Interaction with the LET-2 Collagen in *Caenorhabditis elegans* Muscle: UNC-105 Degenerin in *C. elegans* Muscle. J. Physiol..

[53] Zhou Y., Falck J.R., Rothe M., Schunck W.-H., Menzel R. (2015). Role of CYP Eicosanoids in the Regulation of Pharyngeal Pumping and Food Uptake in *Caenorhabditis elegans*. J. Lipid Res..

# Supplementary material for: Improvement of Locomotion Caused by Lactococcus lactis subsp. lactis in the Model Organism Caenorhabditis elegans
**Source:** Nutrients. 2023 Oct 23;15(20):4482. doi: 10.3390/nu15204482
**Supplement:** Supplementary file 1

**Table S10: Lifespan assay of *C. elegans*.**

| **Genotype** | **Trials** | **Treatment** | **MLS (days±SEM)** | **N** | **Censored** |
| --- | --- | --- | --- | --- | --- |
| Wild type (N2) | 1 | *E. coli* OP50 | 17.37±0.62 | 61 | 9 |
|  |  | OP50+LL 100933 | 17.25±0.79 | 56 | 14 |
|  |  | OP50+LL 12007 | 17.81±0.60 | 62 | 8 |
|  | 2 | *E. coli* OP50 | 16.60±0.49 | 62 | 8 |
|  |  | OP50+LL 100933 | 16.14±0.51 | 53 | 17 |
|  |  | OP50+LL 12007 | 16.53±0.47 | 61 | 9 |
|  | CD | *E. coli* OP50 | 16.98±0.39 | 123 | 17 |
|  |  | OP50+LL 100933 | 17.13±0.48 | 109 | 31 |
|  |  | OP50+LL 12007 | 17.18±0.38 | 123 | 17 |
| *daf-16* (*mu86*) | 1 | *E. coli* OP50 | 13.29±0.39 | 58 | 12 |
|  |  | OP50+LL 100933 | 16.39±0.52 | 58 | 12 |
|  |  | OP50+LL 12007 | 14.19±0.52 | 60 | 10 |
|  | 2 | *E. coli* OP50 | 13.87±0.50 | 61 | 9 |
|  |  | OP50+LL 100933 | 16.48±0.56 | 59 | 11 |
|  |  | OP50+LL 12007 | 16.82±0.52 | 58 | 12 |
|  | CD | *E. coli* OP50 | 13.59±0.32 | 119 | 21 |
|  |  | OP50+LL 100933 | 16.44±0.38 | 117 | 23 |
|  |  | OP50+LL 12007 | 15.48±0.37 | 118 | 22 |
| *skn-1* (*ok2315*) | 1 | *E. coli* OP50 | 15.03±0.65 | 58 | 12 |
|  |  | OP50+LL 100933 | 12.57±0.56 | 52 | 18 |
|  |  | OP50+LL 12007 | 12.08±0.53 | 55 | 15 |
|  | 2 | *E. coli* OP50 | 13.71±0.60 | 62 | 8 |
|  |  | OP50+LL 100933 | 13.68±0.65 | 50 | 20 |
|  |  | OP50+LL 12007 | 13.19±0.63 | 53 | 17 |
|  | CD | *E. coli* OP50 | 14.35±0.44 | 120 | 20 |
|  |  | OP50+LL 100933 | 13.11±0.43 | 102 | 38 |
|  |  | OP50+LL 12007 | 12.63±0.41 | 108 | 32 |
| *pmk-1* (*km25*) | 1 | *E. coli* OP50 | 14.65±0.75 | 60 | 10 |
|  |  | OP50+LL 100933 | 14.08±0.83 | 62 | 8 |
|  |  | OP50+LL 12007 | 12.93±0.79 | 53 | 17 |
|  | 2 | *E. coli* OP50 | 16.50±0.80 | 65 | 5 |
|  |  | OP50+LL 100933 | 14.07±0.83 | 61 | 9 |
|  |  | OP50+LL 12007 | 13.86±0.79 | 57 | 13 |
|  | CD | *E. coli* OP50 | 15.61±0.43 | 125 | 15 |
|  |  | OP50+LL 100933 | 14.07±0.42 | 123 | 17 |
|  |  | OP50+LL 12007 | 13.41±0.46 | 110 | 30 |

How the deposited data were processed for this re-analysis (not part of the article)

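RNA of whole N2 worms was measured in 6 libraries, 2 each for worms fed OP50, OP50 + LL100933 and OP50 + LL12007. The values used are the gene counts deposited by the authors, who trimmed the reads with Trim Galore, Trimmomatic and cutadapt, aligned them to the ce11 (WBcel235) genome with STAR and counted them with featureCounts. The paper gives Trim Galore 0.4.4, Trimmomatic 0.36, Cutadapt 1.16, STAR 2.6.1a and featureCounts 1.6.1, and the submitters' processing notes give 0.6.5, 0.39, 2.7, 2.7.2b and 1.6.4. Each table held whole numbers with a total of its own and no normalization. The strand setting and the treatment of reads that match several places or overlapping genes are not given in the sources used here. The paper tested for differential expression with DESeq 1.30.0 and ran GO analysis with clusterProfiler 3.6.0. The baseMean columns of Tables S1 and S2 differ for the same gene, so a fit of each pair of groups alone was one of the alternatives. Some gene names in the count tables read as dates, and names missing there were looked up by WormBase identifier in Ensembl's annotation of the same assembly, which is of a later release than the study's and had no other use here. Read sequences and the GC content of the genes were not analysed here.

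Of 46904 genes, those kept by filterByExpr in edgeR 4.0.16 (R 4.3.3) were tested. Counts were scaled with TMM factors of 0.970 and 1.00 for OP50, 0.978 and 1.04 for OP50 + LL100933 and 0.993 and 1.02 for OP50 + LL12007, and all 6 libraries were fitted with glmQLFit (robust) and a term for the group. Each diet was set against OP50 and the diets against each other, and p-values were adjusted by Benjamini and Hochberg within each comparison, with a threshold of 0.05. Normalized counts are counts scaled to the mean effective library size. The standard errors given with edgeR's values are not an output of edgeR. They were computed as the size of the log2 fold change divided by the square root of the quasi-likelihood F statistic. Log counts of the 2 libraries of a group had a correlation of 0.981 for OP50, 0.987 for OP50 + LL100933 and 0.991 for OP50 + LL12007. At this depth the spread between libraries, and not counting noise, limits the precision of all but the weakly expressed genes. Both comparisons with OP50 share its 2 libraries, which are too few to be divided between them. The correlation and the overlap of the diets were therefore set beside 50 simulated draws in which neither diet changed a gene. Few genes are called in such draws, so they give no baseline for the overlap. Each gene was drawn on its own, so swings shared by many genes of a library are absent from them.

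Gene lists were tested with limma 3.58.1, by camera on log2 CPM (prior count of 2) with a preset correlation of 0.01 and with an estimated correlation, and by fry. Adjustment was over the 43 lists within a comparison, and list members called by edgeR were counted with adjustment over all genes and over the list alone. The lists described cover muscle, neurons, the germline, sperm, embryo, cuticle, molting, astacins, heme, fatty acid synthesis, vitellogenins, immune effectors, C-type lectins, lysozymes, genes downstream of SKN-1 and DAF-16, UDP-glucuronosyltransferases, glutathione S-transferases, ribosomal proteins, histones, mitochondrially encoded genes and ribosomal RNA. They were drawn from general knowledge of the worm. A further 6 lists of other tissues (intestine, glia, coelomocytes, excretory canal, hypodermis and gonadal sheath) were written after the calls had been seen and were adjusted apart. One-sided Fisher's exact tests on the GO annotation in the count tables, for terms of at least 10 tested genes, were also added after the data had been seen. The members that Tables S5 and S6 print for 3 GO terms were counted and not tested, since the study chose them on these libraries.

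Named genes are those the paper names or gives primers for, with *daf-16*, *skn-1* and *pmk-1*. To these were added, in each comparison, the 10 largest rises and falls among called genes whose libraries do not overlap, and up to 4 called members of each list or GO term described, or up to 2 abundant ones where none was called. The values of the paper's tables had been seen when this rule was set. Chance alone keeps 2 libraries apart from 2 others for 33.3% of genes, and the share of all tested genes was 59.1% for OP50 + LL100933 and 68.4% for OP50 + LL12007 against OP50, and 46.5% between the diets.

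Alternatives were applied to the counts of genes, their overlaps and the correlation of the diets. They were also applied to the lists fixed beforehand, the named genes and the counted members of the paper's GO terms. The exact tests on GO terms, the lists of other tissues and the comparison of muscle with intestine were not recomputed. The alternatives were DESeq2 1.42.0 on all 6 libraries and on each pair of groups, and edgeR on each pair of groups. Further ones were RLE and upper-quartile factors, library totals alone, no filter on low counts and a filter of 50 counts in 2 libraries. The rest were the replicate number as a term, a trend of each library on gene length removed, both together, and each library left out in turn. For the counts of genes, a cutoff of 0.5 on the size of the log2 fold change of called genes was also applied, without a test against that value. DESeq2 was set to a filtering level of 0.05. Its default of 0.1 was added after the counts had been set beside the paper's, and both are given. Dixon's test and permuted groupings need larger groups and were not used. Tested on simulated data with 200 changed genes, edgeR found 58 of 100 genes changed by 1 and 86 of 100 changed by 2 on the log2 scale, with 18 false calls, and made 7 calls in a comparison with no change. DESeq2 found 57 and 84, with 19 and 11 false calls. A simulated list of 30 genes raised by 0.5 was found by camera (p = 3.0e-18), also with an estimated correlation (adjusted p = 0.0282 from limma's camera). Its genes were drawn independently and fewer lists were adjusted for, so this does not show the power of that test for genes that vary together.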

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

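The test on the sperm list, and the level of counts under which it was not taken as decisive, were chosen only after the result was seen.

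The molting list was higher with OP50 + LL12007 than with OP50 + LL100933 when the difference between the diets was itself tested. Its median log2 difference over 16 genes was 0.45, from 0.42 to 0.52 without each library in turn (adjusted p = 7.6e-07 from limma's camera with a preset correlation of 0.01). That call was lost with adjusted p = 0.788 with an estimated correlation. A candidate explanation is late L4 larvae among the collected adults, which would also raise sperm genes. But the sperm list was lower, with a median log2 difference of -1.60 (95% bootstrap interval -1.85 to -1.47, from resampled genes and without the spread between libraries). The sperm genes had a median of only 22.9 normalized counts, too near the floor to decide it, so larvae and an effect of the bacterial strain, which was not tested apart, cannot be told apart.

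The list of hypodermis and seam genes, which was chosen only after the data were seen, was also higher with OP50 + LL12007 than with OP50 + LL100933, with a median log2 difference of 0.28 (adjusted p = 0.0451 from limma's camera, lost with adjusted p = 0.428 with an estimated correlation). In the sperm list itself, 49 measured genes had the median log2 difference of -1.60 between the diets (adjusted p = 2.4e-11 from limma's camera). It ran from -2.11 without OP50 + LL100933 replicate 2 to -0.74 without its replicate 1, and the call was lost with adjusted p = 0.901 with an estimated correlation. The genes of the list summed to 15378 and 10049 unscaled counts in the OP50 + LL100933 libraries and 9674 and 8797 in those of OP50 + LL12007. The sum thus differed far less than the median, which rests on genes with few counts. Genes downstream of DAF-16 were lower with OP50 + LL12007 than with OP50 + LL100933, with a median log2 difference of -0.54 (adjusted p = 8.2e-05 from limma's camera), from -0.86 without OP50 + LL100933 replicate 2 to -0.36 without its replicate 1, and the call was lost with adjusted p = 0.788 with an estimated correlation. For meiosis the difference was -0.15 and for the oocyte and eggshell -0.17, not called without OP50 + LL100933 replicate 1 (-0.08 and -0.06) or OP50 + LL12007 replicate 2 (-0.09 and -0.09). For cell division and DNA replication it was -0.11, not called without OP50 replicate 1 (-0.11), OP50 replicate 2 (-0.12) or OP50 + LL12007 replicate 2 (-0.05), above 0 without OP50 + LL100933 replicate 1 (0.03) and larger without its replicate 2 (-0.22) or OP50 + LL12007 replicate 1 (-0.19). Histone genes differed by -0.30, not called without OP50 + LL12007 replicate 2 (-0.27), above 0 without OP50 + LL100933 replicate 1 (0.08) and -0.62 without its replicate 2. Pharyngeal muscle differed by -0.25, not called without OP50 + LL100933 replicate 2 (-0.19) or either OP50 + LL12007 library (-0.19 and -0.26). From meiosis to pharyngeal muscle the adjusted p-values were 0.00559 to 0.0485 from limma's camera, and these calls were lost with adjusted p = 0.901 to 0.949 with an estimated correlation.

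The lists of UDP-glucuronosyltransferases, heme transport and fatty acid synthesis were higher with OP50 + LL12007 than with OP50 + LL100933, by 0.27, 0.36 and 0.0403 in the median log2 difference, and were not called without OP50 + LL100933 replicate 1 (0.25, 0.54 and 0.10). The difference for UDP-glucuronosyltransferases was 0.17 without OP50 + LL12007 replicate 2, for heme transport 0.56 without OP50 replicate 1 or OP50 + LL100933 replicate 2, and for fatty acid synthesis 0.08 and 0.07 without OP50 + LL100933 replicate 2 and OP50 + LL12007 replicate 1. Mitochondrially encoded genes differed by 0.30, not called without that library (0.22) or OP50 + LL12007 replicate 2 (0.18). Ribosomal protein genes differed by 0.14, not called without OP50 + LL100933 replicate 2 (0.04) or OP50 + LL12007 replicate 1 (0.10), and by 0.24 without OP50 + LL100933 replicate 1. Immune effectors downstream of PMK-1 differed by 0.36, not called without OP50 + LL100933 replicate 1 (0.24) or either OP50 + LL12007 library (0.24 and 0.29). Lysozyme genes differed by 0.19, not called without OP50 replicate 1 (0.19), OP50 replicate 2 (0.18), OP50 + LL100933 replicate 1 (0.10) or OP50 + LL12007 replicate 2 (0.20), and by 0.41 and 0.36 without OP50 + LL100933 replicate 2 and OP50 + LL12007 replicate 1. These adjusted p-values were 0.00236 to 0.0375 from limma's camera. With an estimated correlation no difference between the diets was called, at adjusted p = 0.788 to 0.949 with an estimated correlation for the lists that camera had called, and the lowest adjusted p from limma's fry was 0.356 over the 43 lists.

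Ribosomal RNA, which the paper does not analyse, took an unequal share of the libraries. *rrn-3.1* held 0.899% of the counts of OP50 + LL100933 replicate 1, against 0.142% in the other library of that group, 0.170% and 0.0871% with OP50 and 0.129% and 0.0825% with OP50 + LL12007. The median log2 difference of 5 ribosomal RNA genes between OP50 + LL12007 and OP50 + LL100933 was -1.99 (adjusted p = 0.00559 from limma's camera, lost with adjusted p = 0.901 with an estimated correlation), and -0.44 without OP50 + LL100933 replicate 1, where the list was not called.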

How the results depend on the processing

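The DESeq2 filtering level of 0.1 was chosen only after the result was seen. In the fits that leave out a library, the lone sample of that group is assumed to vary like the other groups. The filter on low counts was applied anew there, so list medians and counts of calls can also move through the genes tested.

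With RLE factors, each count of genes, overlap, list or GO term stayed within 1.5 times its value with TMM factors. Over all alternatives that leave out no single library, RLE factors, the pairwise fits and the filtering level of 0.1 included, 777 medians of called gene lists kept their direction and call, 42 kept the direction and lost the call by camera, and none changed direction. For values of named genes, 3831 stayed on their side of the threshold, 51 came to pass it and 358 no longer did, and none that passed reversed. For the counts below the cause was not tested, unless stated.

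DESeq2 on all 6 libraries called 540 lower genes with OP50 + LL100933, of which 389 were lower with both diets, and 83 genes higher and 67 lower between the diets (515, 84 and 67 at the filtering level of 0.1). DESeq2 on each pair of groups called 406 and 113 with OP50 + LL100933, 308 and 95 with both diets, and 272 and 208 between the diets (406 and 113, 303 and 95, and 264 and 194 at the level of 0.1). edgeR on each pair, with 2 residual degrees of freedom, called 63 and 5 with OP50 + LL100933, 57 and 5 with both and 234 and 171 between the diets, gave a correlation of 0.732, and left 1 gene past the threshold for each of the 3 GO terms of Table S5. In both pairwise fits the calls for OP50 + LL12007 stayed within 1.5 times.

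Upper-quartile factors gave 142 lower genes with OP50 + LL100933 and 107 with both diets, and library totals alone 168 and 135. The share of called genes that were higher rose from 66.1% and 53.2% with the 2 diets to 85.5% and 65.3% with upper-quartile factors, and to 79.5% with library totals for OP50 + LL100933. The median log2 fold change of all genes moved by at most 0.06. With no filter on low counts, 1760 genes were higher and 725 lower with OP50 + LL100933, 2425 were higher with OP50 + LL12007, 354 were higher and 350 lower between the diets, 1299 and 514 were shared, and the correlation was 0.501. With the stricter filter the correlation was 0.760. With a cutoff of 0.5 on the size of the log2 fold change of called genes, 177 and 750 genes were lower with the 2 diets. The cutoff can only lower these counts, and no test against 0.5 was run.

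The residuals of like-numbered libraries had correlations of -0.00158 between OP50 and OP50 + LL100933 and -0.0582 between OP50 and OP50 + LL12007. Between OP50 + LL100933 and OP50 + LL12007 the correlation was 0.199. Each group has too few libraries for these values to show whether like-numbered libraries were prepared together, so pairing stays open. Used as a replicate block, the replicate numbers gave 271 and 69 genes with OP50 + LL100933 and 215 and 57 with both diets. They also gave 4 and 7 genes of "pharyngeal pumping" and "regulation of locomotion" in Table S5. With the gene length trend removed, 869 genes were lower with OP50 + LL100933 and 618 with both diets, and the share of higher genes fell to 46.7% and 41.8%. With the length trend removed and the replicate block together, 147 genes were higher and 47 lower with OP50 + LL100933, 860 were higher with OP50 + LL12007 and 123 and 41 were shared. The terms of Table S5 then held 5, 1 and 1 called genes, and "pharyngeal pumping" of Table S6 held 13.

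With an estimated correlation, limma's camera called 0 and 0 lists with OP50 + LL100933 against 14 higher and 7 lower with the preset correlation, 0 and 0 with OP50 + LL12007 against 19 and 7, and 0 and 0 between the diets against 8 and 8. The lowest adjusted p = 0.492, 0.525 and 0.788 with an estimated correlation. Here limma's fry called 9 lists with OP50 + LL12007 and had a lowest adjusted p of 0.0809 with OP50 + LL100933. The 9 lists were heme transport, fatty acid synthesis, meiosis, synaptic vesicle release, pharyngeal muscle, molting, muscle excitation, germ granules, and oocyte and eggshell. The body wall muscle list was not among them, and fry was not followed under the other alternatives.

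Leaving out 1 library moved most counts of genes against OP50, which were lowest without a *Lactococcus* library and highest without OP50 replicate 1. Genes higher with OP50 + LL100933 ranged from 7 to 1688 and lower from 0 to 1038. With OP50 + LL12007 they ranged from 5 to 2611 and from 0 to 1892. Between the diets they ranged from 0 to 264 and from 0 to 196, highest without OP50 replicate 2. edgeR on all 6 libraries called 0 genes there, with 1530 at an unadjusted p under 0.05, and DESeq2 called those given above. Shared genes ranged from 5 to 1447 higher and from 0 to 837 lower, and the correlation from 0.450 without OP50 + LL100933 replicate 2 to 0.795 without OP50 replicate 1. In Table S5 "muscle system process" ranged from 0 to 15 genes, "pharyngeal pumping" from 0 to 11 and "regulation of locomotion" from 0 to 15, and in Table S6 the latter pair ranged from 0 to 26 and from 0 to 50. Lists called by camera ranged from 10 to 19 higher and 6 to 11 lower with OP50 + LL100933, 15 to 22 and 6 to 9 with OP50 + LL12007, and 2 to 10 and 4 to 9 between the diets. Of the medians of called lists, 326 kept direction and call, 49 lost the call and 3 reversed. These were glutathione S-transferases with OP50 + LL100933 without OP50 replicate 2, where camera's direction changed (median 0.0529, against up to 0.508 without the other libraries), and 2 lists between the diets without OP50 + LL100933 replicate 1, cell division (0.0284, down to -0.223) and histones (0.0764, down to -0.621). Of the values of named genes, 1241 stayed on their side of the threshold, 25 came to pass it, 749 no longer did and 1 reversed, *acdh-1* with OP50 + LL100933, which was at 0.497 (adjusted p = 0.0278 from edgeR) without OP50 replicate 1 and at -0.484 (adjusted p = 0.0466 from edgeR) without OP50 replicate 2.

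Depth limits the weakly expressed genes, such as the sperm genes, and those with no count in a group, for which only a lower bound of the fold can be given. In simulated data at this depth and spread, genes changed by 1 on the log2 scale were missed more often than those changed by 2.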

Differences from the paper's values

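For genes higher with OP50 + LL100933 than with OP50, the paper's number is 405 and 652 were called here, both at an adjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 on the pair of groups (406), the replicate block (271) and the fit without OP50 replicate 2 (598) came within 1.5 times of the paper's number. DESeq2 on all 6 libraries (911), edgeR on the pair of groups (63), RLE factors (747), upper-quartile factors (839) and library totals (653) did not. The same held for no filter (1760), the stricter filter (730), the length trend removed (761), with the replicate block (147), and the size cutoff of 0.5 (622). Nor did the fits without OP50 replicate 1 (1688), without OP50 + LL100933 replicates 1 and 2 (50 and 7) and without OP50 + LL12007 replicates 1 and 2 (71 and 102). Of the 405 genes in the paper's Table S1, 346 were called higher here, 402 by DESeq2 on all 6 libraries and 235 with the replicate block. DESeq2 on the pair of groups called all 405 and 1 gene that is not in that table. A like count thus need not mean the same genes.

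For genes lower with OP50 + LL100933, the paper's Table S3 holds 110 and 334 were called here. DESeq2 on the pair of groups (113) and upper-quartile factors (142) came within 1.5 times of the paper's number. The other alternatives set before the data were examined did not: DESeq2 on all 6 libraries (540), edgeR on the pair of groups (5), RLE factors (331), library totals (168), no filter (725), the stricter filter (297), the replicate block (69), the length trend removed (869), with the replicate block (47), and the size cutoff of 0.5 on the log2 fold change (177). Without OP50 replicates 1 and 2 there were 1038 and 194, without those of OP50 + LL100933 0 and 0 by edgeR, and without those of OP50 + LL12007 5 and 7. Of the 110 genes in the paper's Table S3, 85 were called lower here. DESeq2 on the pair of groups called all 110 and 3 genes that are not in that table.

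For OP50 + LL12007 the paper's numbers of 1023 higher and 1011 lower genes are within 1.5 times of the 1305 and 1149 called here. The copy of Table S2 used here holds 1 gene fewer than the paper states, and 892 of its genes were called higher, and 876 of the 1011 genes of Table S4 were called lower. DESeq2 on the pair of groups called 1118 and 1032, among them 1014 and 1007 of the genes in the paper's tables. Its filtering level of 0.1, chosen after seeing the values, called 1094 and 1001 and missed 14 and 12 genes of the paper's Tables S2 and S4, and for OP50 + LL100933 it called 406 and 113 and missed none of Tables S1 and S3.

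The paper lists *act-1* among the genes higher with OP50 + LL12007, and here it was at 0.51 on the log2 scale with an adjusted p of 0.0852 from edgeR. It passed the test in DESeq2 on all 6 libraries (adjusted p = 0.0248), in DESeq2 on the pair of groups (adjusted p = 0.0438), in both at the filtering level of 0.1 chosen after seeing the values (adjusted p = 0.0264 and 0.0465), with no filter (adjusted p = 0.00446) and without OP50 replicate 1 (adjusted p = 0.00475). *rbf-1* is absent from the paper's Table S1 and was called higher with OP50 + LL100933 here, where edgeR gave an adjusted p of 0.0474. The paper states that "muscle system process" is among the terms of both diets. The copy of Table S6 used here has no such term, and of the 15 genes that Table S5 prints for it, 8 were higher with OP50 + LL12007 here. All 3 muscle lists were higher with both diets by limma's camera, calls that were lost with adjusted p = 0.492 and 0.525 to 0.559 with an estimated correlation. The paper's markers *unc-89*, *tnt-4* and *nas-7* were also higher with both diets, and each missed the test of edgeR without either library of the diet tested (adjusted p up to 0.256). *unc-89* and *tnt-4* also missed it with OP50 + LL100933 without either library of OP50 + LL12007. The same held for *nas-7* with OP50 + LL12007 without OP50 replicate 2 and for *tnt-4* with that diet without OP50 + LL100933 replicate 1 (adjusted p = 0.0502 and 0.0537). No log2 fold change of a gene named by the paper differed from its tables by more than the larger standard error. Those tables come from the same libraries. The fold changes of the paper's real-time PCR, a separate measure on biological replicates, were not set beside the values here.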

Other observations

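The lists of other tissues and the use of the gene length trend as a test of the muscle lists were chosen only after the result was seen.

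Of 7 genes of heme transport and response, 2 were higher with OP50 + LL100933 and 3 with OP50 + LL12007 (3 and 5 when adjusted over the list alone), with medians of 0.56 and 1.36 on the log2 scale (adjusted p = 0.00390 and 0.000338 from limma's camera). These calls were lost with adjusted p = 0.492 and 0.525 with an estimated correlation, and that of OP50 + LL100933 also without OP50 replicate 1 (adjusted p = 0.0574 from limma's camera). Besides the genes already named, *hrg-2* rose by 1.14 with OP50 + LL12007, but not past the threshold without OP50 replicate 2 or either library of that diet (0.89 to 1.37). Of 22 genes of fatty acid synthesis, elongation and desaturation, 2 and 7 were higher (2 and 8 when adjusted over the list alone), with medians of 0.14 and 0.31 (adjusted p = 0.0452 and 0.000729 from limma's camera). These calls too were lost, at adjusted p = 0.492 and 0.525 with an estimated correlation. The desaturase genes *fat-5* (0.92 and 0.96) and *fat-7* (0.85 and 1.65) rose with both diets, and the elongase genes *elo-5* (1.61) and *elo-2* (1.28) with OP50 + LL12007. With OP50 + LL12007, *fat-7* missed the threshold without replicate 2 of that diet and the other 3 without either of its libraries. With OP50 + LL100933, both desaturase genes missed it without either library of that diet and *fat-7* also without either of OP50 + LL12007 (0.72 to 1.11 for *fat-5* and 0.81 to 0.92 for *fat-7*). *fat-7* also missed it in both pairwise fits and with the length trend removed and the replicate block (adjusted p = 0.0540 to 0.0915). The list was not called with OP50 + LL100933 without OP50 replicate 2, OP50 + LL100933 replicate 2 or either OP50 + LL12007 library (adjusted p = 0.160, 0.155, 0.0758 and 0.0601 from limma's camera). At most 1 of its genes was called with OP50 + LL12007 without either of its libraries. Of the heme genes, at most 1 was called with OP50 + LL100933 without either of its libraries, and 2 and 1 with OP50 + LL12007 without its replicates 1 and 2.

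Of the genes that the paper tested through mutants, *daf-16* was at 0.29 and 0.15 with the 2 diets, *skn-1* at -0.11 and 0.10 and *pmk-1* at 0.37 and 0.17, and these 3 did not pass the test of edgeR or DESeq2 in any alternative. Of 10 immune effectors downstream of PMK-1, 3 and 2 were lower (4 and 2 when adjusted over the list alone), namely *T24B8.5* (-0.77 and -0.68), *clec-85* (-0.67 and -0.41) and, with OP50 + LL100933, *C17H12.8* (-0.52). None of these calls held without either library of the diet tested, and those with OP50 + LL100933 were also lost without either library of OP50 + LL12007. *C17H12.8* also missed the threshold without OP50 replicate 2 (-0.37), in both pairwise fits, with upper-quartile factors, library totals and the replicate block, alone or with the length trend removed (adjusted p = 0.0560 to 0.121). So did *clec-85* with OP50 + LL12007 without OP50 replicate 1 (-0.33, adjusted p = 0.0759), and in DESeq2 on the pair of groups, with upper-quartile factors, library totals and the replicate block (adjusted p = 0.0512 to 0.0599). In edgeR on the pair of groups, *T24B8.5* and *clec-85* missed it with OP50 + LL100933 and *icl-1*, named below, with OP50 + LL12007 (adjusted p = 0.0797, 0.0755 and 0.0611). By camera the list was lower with OP50 + LL100933 (median -0.46, adjusted p = 0.0262), but not without OP50 replicate 1 or OP50 + LL100933 replicate 1 (adjusted p = 0.0835 and 0.147 from limma's camera), and it was lost with adjusted p = 0.492 with an estimated correlation. With OP50 + LL12007 its median was -0.15 (adjusted p = 0.424 from limma's camera). Of 17 genes downstream of DAF-16, *ftn-1* (-1.69) and *icl-1* (-0.67) were lower with OP50 + LL12007 (as many when adjusted over the list alone). Both calls were lost without either library of that diet, and that of *icl-1* also without OP50 replicate 2 (-0.45) or either library of OP50 + LL100933 (-0.68 and -0.67), and with upper-quartile factors (-0.62). Without OP50 replicate 1, 11 genes of the list were lower. The list medians were 0.07 and -0.53 (adjusted p = 0.827 and 0.0102 from limma's camera), and the latter call was lost without OP50 replicate 2 (median -0.20) and with adjusted p = 0.559 with an estimated correlation. Of 12 detoxification genes downstream of SKN-1, *gst-38* was higher with OP50 + LL12007 (1.63), except without either library of that diet, and the medians were -0.12 and 0.25 (adjusted p = 0.811 and 0.428 from limma's camera). That list was called lower with OP50 + LL100933 without OP50 replicate 2 (adjusted p = 0.00352 from limma's camera) and higher with OP50 + LL12007 without OP50 replicate 1 (adjusted p = 0.00643 from limma's camera, 6 genes).

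Of 120 C-type lectin genes, 2 were higher and 6 lower with OP50 + LL100933, and 6 higher and 9 lower with OP50 + LL12007 (2 and 6, and 6 and 7, when adjusted over the list alone). Of 13 lysozyme genes, *ilys-2* was higher (1.66 and 1.67), *ilys-5* was lower with OP50 + LL100933 (-0.83) and *lys-4* higher with OP50 + LL12007 (0.55), with 2 higher and 2 lower, and 3 higher, when adjusted over the list alone. By limma's camera neither list was called (adjusted p = 0.871 and 0.445 for lectins and 0.652 and 0.394 for lysozymes). For UDP-glucuronosyltransferases, of 61 genes 1 was higher (*ugt-2*, 0.95) and 1 lower (*ugt-44*, -0.94) with OP50 + LL100933, and 8 were higher and 1 lower with OP50 + LL12007 (0 with OP50 + LL100933 and 8 higher with OP50 + LL12007 when adjusted over the list alone, median 0.23, adjusted p = 0.0451 from limma's camera). Of 44 glutathione S-transferases, *gsto-1* was higher with OP50 + LL100933 (1.15) and 5 were higher with OP50 + LL12007 (0 and 2 when adjusted over the list alone, medians 0.26 and 0.34, adjusted p = 0.0452 and 0.00713 from limma's camera). The calls by camera were lost with adjusted p = 0.665 for UDP-glucuronosyltransferases, and 0.759 and 0.588 for glutathione S-transferases, with an estimated correlation. UDP-glucuronosyltransferases were not called with OP50 + LL12007 without OP50 replicate 2, either OP50 + LL100933 library or OP50 + LL12007 replicate 2 (adjusted p = 0.499, 0.0510, 0.0503 and 0.116 from limma's camera). They were called lower with OP50 + LL100933 without OP50 replicate 2 (adjusted p = 0.0204 from limma's camera). Glutathione S-transferases were not called without OP50 replicate 2 with either diet (adjusted p = 0.611 and 0.330 from limma's camera), nor with OP50 + LL100933 without its replicate 1 (adjusted p = 0.146 from limma's camera). With OP50 + LL12007, 16 lectin genes, 22 UDP-glucuronosyltransferases and 17 glutathione S-transferases were higher without OP50 replicate 1. Without either library of the diet tested, no gene of these 4 lists passed edgeR's test. With OP50 + LL100933 at most 1 did without either library of OP50 + LL12007. *ugt-2* and *gsto-1* also missed it with OP50 + LL100933 without OP50 replicate 2 (0.75 and 0.89), and *ilys-2* with OP50 + LL12007 without OP50 + LL100933 replicate 1 (1.66). In edgeR on the pair of groups, none of *ilys-2*, *ilys-5*, *ugt-2*, *ugt-44* and *gsto-1* passed with OP50 + LL100933, nor *ilys-2* with OP50 + LL12007 (adjusted p = 0.0514 to 0.112). With the replicate block, *ugt-2*, *ugt-44* and *gsto-1* missed it with OP50 + LL100933, and *ilys-2* with library totals or the length trend removed (adjusted p = 0.0512 to 0.0743).

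Of 16 molting genes, 1 was higher with OP50 + LL100933 (*mlt-7*, 0.84) and 10 with OP50 + LL12007 (1 higher and 1 lower, and 12 higher, when adjusted over the list alone), among them *mlt-11* (0.93) and *lin-42* (0.99). By camera the medians of 0.22 and 0.61 had an adjusted p of 0.430 and 1.1e-05, the latter lost with adjusted p = 0.525 with an estimated correlation. Of 49 sperm genes 3 were lower with OP50 + LL12007, among them *ssq-1* (-1.79), and 0 when adjusted over the list alone, with medians of 0.17 and -1.52 (adjusted p = 0.720 and 2.5e-05 from limma's camera, the latter lost with adjusted p = 0.617 with an estimated correlation). Without OP50 replicate 1 that list had a median of -0.41 and was not called, and without OP50 replicate 2 14 of its genes were lower. *ssq-1* missed the threshold without OP50 replicate 1 (-1.18). With OP50 + LL100933 the sperm list was called higher without OP50 replicate 1 (4 genes) or OP50 + LL100933 replicate 2 (median 0.76) and lower without OP50 replicate 2 (-0.23) or OP50 + LL100933 replicate 1 (-0.68). Of 9 genes of the zygotic embryo, *ceh-51* (-1.35), *tbx-11* (-0.96) and *pes-10* (-0.97) were lower with OP50 + LL12007 (medians -0.58 and -0.89, adjusted p = 0.00704 and 0.000808 from limma's camera, lost with adjusted p = 0.492 and 0.559 with an estimated correlation). Without OP50 replicate 2 *tbx-11* (-0.64) and *pes-10* (-0.93) missed the threshold, and the embryo list was not called with OP50 + LL100933 (adjusted p = 0.0569 from limma's camera). The 6 vitellogenin genes had medians of -0.62 and -0.48 (adjusted p = 0.0151 and 0.0550 from limma's camera, the former lost with adjusted p = 0.492 with an estimated correlation and without OP50 + LL100933 replicate 1, at 0.0739), and *vit-6*, the most abundant, averaged 409171 and 410691 normalized counts against 559565 with OP50. With OP50 + LL12007 the vitellogenin list was called without OP50 replicate 2 or OP50 + LL12007 replicate 1 (adjusted p = 0.00542 and 0.0373 from limma's camera), and *vit-6* passed edgeR's test with both diets without OP50 replicate 1 (-0.67 and -0.67). With OP50 + LL12007 it also passed with no filter (adjusted p = 0.0448) and in DESeq2 on all 6 libraries (adjusted p = 0.0411, and 0.0436 at the filtering level of 0.1, which was chosen after the data were seen). *mlt-7* missed it with OP50 + LL100933 without OP50 replicate 2 (0.69) or either library of OP50 + LL12007 (0.84 and 0.86), in edgeR on the pair of groups and with the replicate block (adjusted p = 0.0683 and 0.0616). *pes-10* missed it with upper-quartile factors (-0.91), and no single gene of these 4 lists passed it without either library of the diet tested.

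Of 75 ribosomal protein genes, 3 were higher and 1 lower with OP50 + LL12007, and 48 were higher without OP50 replicate 1. The medians were 0.09 and 0.21 (adjusted p = 0.223 and 0.000716 from limma's camera), and the latter call was lost without OP50 replicate 2 (median 0.03) and with adjusted p = 0.697 with an estimated correlation. With OP50 + LL100933 the list was called higher without OP50 replicate 1 (0.29) or OP50 + LL100933 replicate 2 (0.19) and lower without OP50 replicate 2 (-0.08). Of 12 mitochondrially encoded genes, *ndfl-4* was higher with OP50 + LL12007 (0.77), and 7 were when adjusted over the list alone. Without OP50 replicate 1 11 passed the test, and without OP50 + LL12007 replicates 1 and 2 *ndfl-4* missed it (adjusted p = 0.0807 and 0.219 from edgeR). The medians were 0.14 and 0.41 (adjusted p = 0.237 and 0.00185 from limma's camera, the latter lost with adjusted p = 0.588 with an estimated correlation), and with OP50 + LL100933 the list was called without OP50 replicate 1 (0.35). Of 26 histone genes, *his-74* was lower with both diets (-0.51 and -0.63) and *his-68* with OP50 + LL12007 (-0.80). Neither passed the test without either library of the diet tested, nor *his-74* with OP50 + LL100933 or *his-68* without OP50 replicate 2 (-0.46 and -0.72). With OP50 + LL100933 *his-74* also missed it without either library of OP50 + LL12007 (-0.51 and -0.49), in both pairwise fits, with upper-quartile factors or with the replicate block (adjusted p = 0.0514 to 0.111). The histone list was not called with OP50 + LL12007 (median -0.24, adjusted p = 0.0659 from limma's camera), but was without OP50 replicate 2, either library of OP50 + LL100933 or OP50 + LL12007 replicate 1 (adjusted p = 0.0488, 0.0230, 0.0205 and 0.0164 from limma's camera). The 5 ribosomal RNA genes had medians of 1.45 and -0.47 against OP50 (adjusted p = 0.117 and 0.506 from limma's camera), the former 0.06 without OP50 + LL100933 replicate 1 and 2.19, and called, without its replicate 2.

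The log2 fold changes of the 2 diets had a correlation of 0.669 over the tested genes, against 0.487 (SD 0.0107, 50 draws) in simulations in which neither diet changed a gene but both shared the OP50 libraries. Their covariance was 0.190 against 0.0489 in the simulations, a difference of 0.141. The simulations take the spread between libraries from the fit and draw each gene on its own. Swings shared by many genes of a library are thus absent, and the SD of 0.0107 is likely too small. The excess over the simulations therefore cannot be read as an effect of the diets, and the observed correlation varied with the library left out, as given above. No gene was called in opposite directions with the 2 diets.

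The rise of muscle and neuron lists beside the fall of germline lists may come from a smaller share of germline and embryo RNA in the worms, which would raise every somatic tissue alike. With OP50 + LL100933, the median of the body wall muscle list lay above that of 18 intestinal genes by 0.35 on the log2 scale (95% bootstrap interval 0.15 to 0.50). With OP50 + LL12007 the difference was 0.15 (interval -0.08 to 0.37). The bootstrap intervals resample the genes of a list and hold no spread between libraries, so an equal rise of all somatic tissue stays open with both diets. Of these genes, 25 of the 42 muscle genes and 5 of the 18 intestinal genes are in the paper's Tables S1 to S4. For the body wall muscle list alone, gene length bias is argued against as the whole cause. With the gene length trend removed its median was 0.46 (interval 0.32 to 0.50) and 0.41 (0.35 to 0.50). However, *ttn-1*, a very long gene, fell from 0.87 to 0.34 with OP50 + LL12007 and lost its call (adjusted p = 0.0737 from edgeR). No neuron or germline list was part of that test. Removing the trend also took the share of called genes that were higher from 66.1% and 53.2% to 46.7% and 41.8%. Without OP50 replicates 1 and 2, 58 and 20 of 78 muscle genes were called higher with OP50 + LL100933 and 60 and 22 with OP50 + LL12007, and 57 and 3 and 92 and 48 of 99 germline genes lower, and a diet effect on the germline or on muscle itself stays open as untested.

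In the lists of other tissues, adjusted apart, the intestinal genes had medians of 0.14 and 0.34, with 1 higher with OP50 + LL100933 (*ifb-2*, 0.59) and 2 higher and 1 lower with OP50 + LL12007 (*eps-8*, 0.53, *gtl-1*, 0.56, and *cpr-6*, -0.48). The most abundant of them, *act-5*, named after its values were seen, was at 0.00 and 0.68 and did not pass the test. The medians were 0.38 and 0.49 for 8 glial genes, 0.18 and 0.58 for 6 genes of the hypodermis and seam, 0.10 and 0.26 for 6 of the excretory canal, 0.05 and 0.18 for 4 of the coelomocytes and -0.03 and -0.20 for 5 of the gonadal sheath. By camera the glial list was higher with both diets (adjusted p = 0.0362 and 0.00993) and the hypodermal list with OP50 + LL12007 (adjusted p = 0.0368), calls that were lost with adjusted p = 0.682, 0.255 and 0.255 with an estimated correlation. These lists were not recomputed without single libraries or under the other alternatives.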
